# The Effects of a Probiotic Yeast on the Bacterial Diversity and Population Structure in the Rumen of Cattle

**DOI:** 10.1371/journal.pone.0067824

**Published:** 2013-07-02

**Authors:** Eric Pinloche, Neil McEwan, Jean-Philippe Marden, Corinne Bayourthe, Eric Auclair, C. Jamie Newbold

## Abstract

It has been suggested that the ability of live yeast to improve milk yield and weight gain in cattle is because the yeast stimulates bacterial activity within the rumen. However it remains unclear if this is a general stimulation of all species or a specific stimulation of certain species. Here we characterised the change in the bacterial population within the rumen of cattle fed supplemental live yeast. Three cannulated lactating cows received a daily ration (24 kg/d) of corn silage (61% of DM), concentrates (30% of DM), dehydrated alfalfa (9% of DM) and a minerals and vitamins mix (1% of DM). The effect of yeast (BIOSAF SC 47, Lesaffre Feed Additives, France; 0.5 or 5 g/d) was compared to a control (no additive) in a 3×3 Latin square design. The variation in the rumen bacterial community between treatments was assessed using Serial Analysis of V1 Ribosomal Sequence Tag (SARST-V1) and 454 pyrosequencing based on analysis of the 16S rRNA gene. Compared to the control diet supplementation of probiotic yeast maintained a healthy fermentation in the rumen of lactating cattle (higher VFA concentration [high yeast dose only], higher rumen pH, and lower Eh and lactate). These improvements were accompanied with a shift in the main fibrolytic group (*Fibrobacter* and *Ruminococcus*) and lactate utilising bacteria (*Megasphaera* and *Selenomonas*). In addition we have shown that the analysis of short V1 region of 16s rRNA gene (50–60 bp) could give as much phylogenetic information as a longer read (454 pyrosequencing of 250 bp). This study also highlights the difficulty of drawing conclusions on composition and diversity of complex microbiota because of the variation caused by the use of different methods (sequencing technology and/or analysis).

## Introduction

Ruminant animals, including cattle, sheep and goats, principally depend on microbial degradation of their feed rather than on direct enzyme degradation, as in most non-ruminants. The presence of an enlarge foregut in ruminant livestock (reticulo-rumen) allows a large and diverse microbial population to gain access to feedstuff prior to the products of this fermentation and the microbial cells entering the absorvative regions of the gastrointestinal tract [1].

Ruminants rely on a symbiosis between the host and the rumen microbes, the microorganisms supply protein, vitamins and short-chain organic acids for the animal host. The energy absorbed, glucose formation in the liver, and the protein digested in the gastric stomach (the abomasum) are all mainly derived from microbial origins. In a normally functioning ruminant, little or none of the sugars and proteins originally present in the feed are directly incorporated into the animal: they are first processed by bacterial fermentation in the rumen [2]. In fact, as much as 90% of the protein that reaches the small intestine and up to 50% of the host energy requirement is provided by the microbial cells of the reticulo-rumen [1], [3].

Given the importance of the microbial population in feed conversion, it is perhaps not surprising that a great many studies have investigated the possibility of manipulating rumen fermentation to boost animal productivity [4], [5], [6], [7], [8], [9]. Although the rumen is colonised with prokaryotes, protozoa, fungi and methanogenic Archaea, we have focused our attention on the bacterial population as they are thought to be the most diverse micro-organism group and represent more than half of the biomass (10^10^ to 10^11^ cells/mL) [10]. This remains a challenge as more than 200 bacterial species have already been isolated, identified and their metabolism studied in pure culture whilst new advances in rRNA based microbial ecology have revealed that many more bacterial species inhabit the rumen [11].

It is widely expected that in cattle the performance/health state of individuals will be linked to characteristic transitions in the rumen microbiota, and links have already been made between certain nutritional derived pathologies (acidosis, laminitis) and alteration of the microbiota of the rumen [12], [13]. Microbial characterisation via 16S rDNA may allow such links to be established more widely but have been limited by the depth to which the microbial population can be sampled (due to inherent cost and limitations of sequencing techniques). The emergence of high-throughput sequencing techniques (454 pyrosequencing, Illumina, Ion Torrent etc) can now bring the level of sequencing depth required to better understand bacterial interactions. However one potential limitation of using rRNA gene approaches to study such events is the uncertainty associated with phylogenetic classification based on relatively short sequence reads.

Here we investigate the use of two 16s rRNA gene sequencing methods which give different read lengths in an attempt to utilise this knowledge to describe phylogenetic changes in the bacterial population of the rumen of cattle fed a commercial feed additive based on probiotic yeast (*Saccharomyces cerevisiae).* Furthermore, based on metabolism of bacteria in pure culture we attempt to correlate these bacterial shifts in term of functional activity of the bacteria in the rumen.

## Materials and Methods

### Animal Trials, Sample Collection and Physico-chemical Analysis

Three early-lactating (40 days post-partum) Holstein cows (600±50 kg) fitted with permanent ruminal cannulas were used. All animal belonged to Université de Toulouse and were under the veterinarian control of Puisset Bernard (Licence number: 2431).

Animals were handled according to the care of animals in experimentation, in agreement with French national legislation (decree 2001-486, 06/06/2001), under the supervision of Prof. C. Bayourthe (Licence number: 31-164). Cannulation techniques adhered to locally approved procedures, and were similar to those described by [14]. Cows were kept in individual pens with free access to water. They were assigned to 3 treatments: a control diet (L0), a low level of live yeast at 0.5 g/d inclusion rate (L1), and the recommended level of live yeast at 5 g/d inclusion rate (L2), in a 3×3 Latin-square design. The live yeast used in this study was *S.cerevisiae Sc47* provided by Lesaffre Feed Additives (Marquette-Lez-Lille, France) at 10^10^ cfu/g of DM. Diet L0 (Table 1) was formulated to first satisfy the animal’s nutrient requirements and to induce subacute-acidosis [15] and was offered twice daily in equal portions at 0900 h and 1700 h (Table 1). During each 21 d experimental period (14 d of adaptation to the diet, 4 d of measurement, and a 3 d transition phase), cows were fed 21.0 kg/d of dry matter (DM). To avoid refusals *S. cerevisiae* was top-dressed on the feed during the morning meal.

**Table 1:** Composition of the diet on a DM basis (%).

Ingredient	DM basis (%)
Corn silage	60.9
Dehydrated alfalfa	8.4
Concentrate,^1^ 46% CP	14.75
Concentrate,^2^ 20% CP	14.75
Mineral vitamin mix^3^	1.2

1 On a DM basis (%): 40.1 solvent-extracted canola meal, 19.1 soybean meal, 27.5 tanned soybean meal, 3.6 sunflower meal, 3.5 urea, 3.2 corn grain, 2.0 sugarcane molasses, 0.5 salt, 0.5 trace mineral premix (15 mg/kg of Cu sulfate, 6,000 IU/kg of vitamin A, 2,000 IU/kg vitamin D3, and 15 mg/kg of vitamin E).

2 On a DM basis (%): 25.0 wheat bran, 20.0 solvent-extracted canola meal, 15.0 corn grain, 13.0 tanned soybean meal, 11.1 ground corn, 10.4 ground wheat, 2.1 calcium carbonate, 2.0 sugarcane molasses, 0.5 salt, 0.5 Ucx bovine flavor (Inzo, France), 0.4 trace mineral premix (15 mg/kg of Cu sulfate, 6,000 IU/kg of vitamin A, 2,000 IU/kg vitamin D3, and 15 mg/kg of vitamin E).

3 Containing P (40 g/kg), Ca (260 g/kg), Mg (50 g/kg), Na (120 g/kg), Zn (5 g/kg), Mn (4 g/kg), I (40 mg/kg), Co (20 mg/kg), Se (20 mg/kg), Cu (1 mg/kg), vitamin A (450 IU/kg), vitamin D3 (100 IU/kg), and vitamin E (1.5 g/kg).

The pH and Eh (redox potential) were recorded every hour from 1 h before the morning meal (T−1) to 8 h after (T1 to T8) using an ex-vivo method for 2 consecutive days at the end of each experimental period [16]. Volatile fatty acid and lactate concentrations were determined on samples withdrawn at 2-h intervals from the time of the morning meal to 8 h post feeding. The concentrations of VFAs were determined using the gas chromatographic method [17]. Total lactate (DL-lactate) was determined using a commercial kit (Boehringer Mannheim/R-Biopharm, St. Didier au Mont d’Or, France). Microbiota analysis using T-RFLP was performed on samples collected for 2 consecutive days 4 h after feeding, from the whole rumen fluid (LS), the solid fraction (SO) and the liquid fraction (LI) (3 animals * 3 periods * 3 fractions * 2 days sampling). Whole rumen fluid was collected from the ventral region of the rumen using a peristaltic pump (Gilson, Minipuls 2, Viliers Le Bel, France). A liquid fraction was obtained by filtering 500 mL of whole rumen fluid through a 200 µm^2^ stainless steel membrane (20 mL collected); the solid fraction was composed of the remaining fibres on the filter (around 20 g collected). All samples were immediately stored at −80°C for further analysis. The responses of pH, Eh, total VFAs and lactate concentrations to live yeast are given as mean values with their standard errors. Statistical differences were established using repeated measures (SPSS Version 12.0 for Windows, SPSS Inc., IL, USA) including polynomial contrast analysis followed by multiple comparison procedures of Student-Newman-Keuls or Dunnett. In both models, the main plot included period, cow and treatment whereas sampling time and relevant interactions (treatment * time) were considered in the subplot. The model used was:
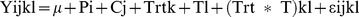
where Y is the dependent variable, µ the overall mean, Pi the period effect, Cj the cow effect, Trk the treatment effect, Tl the sampling time effect, (Trt * T)kl the interaction between treatment and sampling time and εijkl the residual error. Moreover, trend effects for interaction of treatment with sampling time were analyzed. All tests were carried out at 5% level of significance.

### DNA Extraction and Preparation

The samples were freeze-dried; bead-beat and DNA extractions were performed using QIAamp® DNA Stool Mini Kit (Qiagen Ltd.; West Sussex, England) according to manufacturer recommendation. All 54 samples were analysed with T-RFLP method whilst the DNA samples of individual animal were pooled equimolary to generate the clone libraries and perform the pyrosequencing (9 samples: 3 animals * 3 periods).

### T-RFLP

Genomic DNA (50 ng) was subjected to PCR with the primer combination 27F (labelled with cyanine5 molecule on the 5′ extremity) and the 1389R [18], [19], [20] (Table S1 in File S1). PCR was performed in a final volume of 25 µl with 5 µl of 5× buffer, 0.5 µl of dNTP (10 mM each), 1.75 µl of MgCl_2_ (25 mM), 0.25 µl of each of the primers (50 µM), 1.25 U of Go *Taq* Flexi DNA polymerase (Promega, Southampton, UK) and 1 µl of template. Amplification conditions were set as: 1 cycle of 95°C for 4 min followed with 25 cycles of 95°C for 1 min, 55°C for 1 min and 72°C for 1 min 30s and finally 1 cycle of 7 min at 72°C.

PCR product was purified with Montage™ PCR96 Cleanup Kits following manufacturer’s recommendations. The purified amplicon (50 ng) was digested (5 U of HaeIII, MspI, HhaI and RsaI) (New England Biolabs, Hitchin, UK) at 37°C for 4 hours followed by an inactivation cycle of 20 min at 80°C. The restricted DNA was then ethanol precipitated, resuspended in 35 µl of SLS buffer (Beckman Coulter, High Wycombe, UK) and spiked with 0.25 µl of size standard 600 bp (Beckman Coulter, High Wycombe, UK). T-RFs were separated on a CEQ™ 8000 Genetic Analysis System (Beckman Coulter, High Wycombe, UK) using the Frag4 parameters (denaturation step at 90°C for 120 seconds; injection at 2 kV for 30 seconds; separation at 4.8 kV for 60 min with a capillary temperature of 50°C).

### SARST-V1

The SARST-V1 method (Serial Analysis of Ribosomal Sequence Tags) allows the analysis of several fragment of 16S rDNA simultaneously using a series of enzymatic reactions to concatenate PCR products (Table S2 in File S1). The concatemer DNA encompass up to 15 different fragment of the V1 hypervariable region of 16s rRNA gene (50–60 bp each) thus reducing the cost and time to construct the clone libraries [21]. The protocol for the preparation of the concatemer DNA was followed according the original recommendations [21] but the cloning was done using pUC19 vector instead of pZERO and sequenced on a CEQ™ 8000 Genetic Analysis System (Beckman Coulter, High Wycombe, UK). For each sample, 96 positive clones (checked by colony tip-dip PCR, Table S3 in File S1) were randomly picked and the insert sequenced using a M13F (−20) primer using the GenomeLab™ DTCS Quick Start Kit (Beckman Coulter, High Wycombe, UK). The obtained 16S rRNA sequences were deposited at GEO under accession number GSE39206 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39206).

### 454 Pyrosequencing

The primer combination chosen were the one recommended by Liu and colleagues (which amplifies a sequence spanning the V1 and V2 hypervariable regions with 27F-357R primer combination) [22]. A barcoding approach was used which associates a short unique DNA sequence tag (barcode) with each DNA template origin [23]. The 4 bp tags were incorporated between the adaptator A and the reverse R357 primer; the adaptator B was incorporated to the forward 27F primer and unidirectional pyrosequencing was performed from the adaptator A. Nine tags were designed to discriminate sequences from each sample and all primers were supplied by MWG (Raynes Park, London, UK) (Table S4 in File S1). The PCR mix was assembled as follows: 5 µl of 10× buffer, 1.5 µl of 10 mM dNTP (Promega, Soutampton, UK), 1 µl of 50 mM MgSO_4_, 1.5 µl of primer (10 µM each), 50 ng of DNA template and 0.5 µl (1.25 units) of Platinium *Pfx* DNA polymerase (Invitrogen, Paisley, UK) for a final volume of 50 µl. The reaction was performed in a thermocycler (Mycycler, Biorad) with a first cycle of 2 min at 94°C followed by 30 cycles of 94°C for 15s, 55°C for 1 min and 68°C for 30s and final amplification step of 5 min at 68°C. Five PCR reactions were performed for each sample and then pooled together. Pooled amplicons were purified with Montage™ PCR96 Cleanup Kits following manufacturer’s recommendations. Each purified PCR product was checked for primer-dimer or aspecific product and quantified with the Experion Automated Electrophoresis System and the Experion DNA 1K analysis kit (Biorad, Hempstead, UK) following manufacturer’ procedure. The PCR products of the 9 samples were then pooled in equimolar quantity and send to Inqaba Biotech (Pretoria, South Africa) for sequencing on a Genome Sequencer FLX system (454 Life Sciences™) on 1/16 of Picotiter plate. The obtained 16S rRNA sequences were deposited at EMBL under accession number ERP001714 (http://www.ebi.ac.uk/ena/data/view/ERP001714).

### Analysis and Statistics

#### T-RFLP analysis

The TRFs list (fragment size and area of the peaks) for each enzyme were analysed separately for determination of the baseline so that ‘true’ peaks in electropherograms could be identified according to the standard deviation method with an exclusion threshold of 3 standard deviation and a binning parameter set as +/−1 bp [24]. After log-transformation of the relative abundance of each TRF, the 4 resulting matrices (for each enzyme) were concatenated and analysed with R statistical software (version 2.7.0; http://www.R-project.org/). Vegan package [25] was used to performed permutational or nonparametric multivariate analysis of variance (MANOVA) as described by Anderson [26]. The main effect of treatments, fractions and their interaction were analysed as a factorial experiment in the nested row (period) and column (animal) which is similar to our initial Latin-Square design [27]. The mean Bray-Curtis distances for each combination treatment*fraction was visualised using cluster analysis (with UPGMA grouping) and the significance of the observed grouping was calculated using MANOVA at each branch split.

#### Sequence analysis

For the termination method sequencing, base-calling and vector sequence trimming were done using Sequence Analysis software (© Beckman Instruments, Inc.). Each individual RSTs were separated using head-tail border 5′-ACGGGTCG-3′ or the complement 5′-CGACCCGT-3′ created by concatemerization using BioEdit [28].

For the 454 pyrosequencing, MOTHUR was used to filter the sequences with low quality: more than 2 Ns, an average quality score below 20, a length below 200 or above 400, more than 2 nt difference with the primer sequence or more than 1 nt difference with the tag and more than 6 homopolymers [29]. To classify the sequences, a similar method than the one describe by Andersson et al., 2008 was used. First, 130,183 sequences above 1200 bp and associated with digestive tract environment were downloaded from RDPII (v.10) as well as their classification (classification to the highest level of taxonomy with at least 80% bootstrap value). The V1–V2 region was extracted (sequences that match both the 27F and 357R primer as used for the sequencing) which represent 121,997 sequences and non redundant sequences were selected (74,202 sequences). The blast filtering method of the query sequences were performed as follow. Sequences from both the SARST and the 454 methods were blastn against the database (with a word search of 7 and 50 hits). The use of blast was only a way of selection of somewhat similar sequences and to discard any query sequences that will not have a match with at least 95% sequence identity over +/−5 bp query length (potential chimera). The selection of the closest neighbour was done via global alignment of the query to the somewhat similar sequences using ClustalW [30], evaluation of the phylogenetic distances (Juke-Cantor) between query and blast hit and finally selection of the closest neighbour (smallest phylogenetic distance). If several hits had the same distance, the one with the highest level of classification was chosen. The query was classified at the same level of taxonomy as its best hit.

To assess the accuracy of the method to classify sequences and to evaluate the minimum sequence identity threshold to cluster sequences at the Genus level, the bacterial composition of the dataset with no clustering (relative abundance of Phylum, Class, Order, Family and Genus) was compared to the bacterial composition obtained from the consensus classification of each OTU obtained at various sequence identity clustering using Spearman’s rank correlation. Briefly, the sequences were clustered using CD-Hit_est (word search of 5) with multiple-step, iterated runs (from 100% to 90% with a 1% increment and a final run at 85% sequence identity) [31]. For each sequence identity threshold clustering, the consensus classification of each OTU was calculated as follow: if 80% of the sequences within an OTU had the same classification (*e.g*. from Phylum to Genus), then the OTU was assigned to the highest level (*e.g*. Genus) otherwise the next level of classification was evaluated at 80% taxonomy agreement (e.g Family) and so on till the threshold of agreement was met. Finally, correlation between microbiota compositions (relative abundance of Phylum to Genus) was assessed with Spearman's rank correlation between the initial dataset (no clustering) and the clustered datasets (100% to 85% sequence identity) at all level of classification (Phylum to Genus). A threshold of 93% sequence identity was then chosen to cluster sequences and assigned each OTU up to the genus level (*c.f.* Results).

The dataset regrouping the relative abundance of the genera detected for each sample was used to calculate the Morista-Horn distances which is able to handle different sample sizes [32] and samples were grouped using UPGMA method. MANOVA was performed on the generated Morista-Horn distance to assess the significance of the grouping between treatments and methods. To evaluate potential effect of yeast on specific taxa (at the phylum and genus taxonomic level), the number of sequences belonging to the same taxa were counted for each treatment and statistical analysis were performed using Metastat [33]. Sample groupings, taxonomic information of the genera, relative abundance of the OTUs at the genus and phylum level as well as statistical information were visualised using heatmaps generated with R statistical software. For diversity calculations, the same number of sequences for each sample was randomly selected (corresponding to the sample with lowest number of sequences). Sequences were then clustered using CD-HIT_est at 97% sequence identity and MOTHUR was used to calculate coverage and Chao index.

## Results

### Physico-chemical Parameters

The supplementation of either 0.5 g/d of yeast or 5 g/d of yeast increased the average pH, with effect more pronounced with 5 g/d yeast (Table 2). The concentration of lactate and ammonia were significantly reduced with yeast supplementation and the concentration of total VFAs, propionate and butyrate increased (Table 2). A decrease of the redox potential was also observed with both levels of yeast. This may be due to either the potential oxygen scavenging activity of the yeast itself [16], [34] and/or the stimulation in the general bacterial population that is often observed when live yeast is fed to ruminants [35], [36], [37].

**Table 2:** Effect of yeast on the physicochemical parameters of the rumen.

	Control L0	0.5 g/d yeast L1	5 g/d yeast L2	SEM	P value
pH	5.81^a^	5.99^b^	6.23^c^	0.03	<0.05
E_h_ (mV)	−134.3^c^	−150.5^b^	−184.4^a^	3.22	<0.05
VFAs (mM)	86.3^a^	87.9^a^	101.7^b^	3.88	<0.01
Acetate	54.6	54.2	57.3	1.38	>0.05
Propionate	18.1^a^	20.7^a^	29.1^b^	1.11	<0.01
Butyrate	9.5^a^	9.3^a^	10.7^b^	0.39	0.05
Acetate:propionate ratio	3.08	2.67	2.00	0.1463	<0.01
D-lactate	6.9^b^	5.6^b^	2.2^a^	0.90	<0.05
L-lactate	6.3^c^	4.0^b^	1.8^a^	0.96	<0.05
D and L lactate (mM)	13.2^c^	9.6^b^	4.0^a^	0.99	<0.05
NH_3_ (mg/L)	192.2^c^	168.5^b^	114.2^a^	5.23	<0.05

L0 = control, L1 = 0.5 g/d yeast, L2 = 5 g/d of yeast. SEM = standard error of the mean.

a,b,c means with different subscripts are different P<0.5.

### T-RFLP Fingerprinting

The Shannon index gives an indication of the diversity of the microbial community based on the number and relative abundance of the TRFs. No significant difference was found between the control (3.43) and the 2 levels of yeast supplementation (0.5 g/d = 3.39 and 5 g/d = 3.40) but the Shannon index was significantly higher (P<0.05) in the solid fraction (3.52) than either the liquid (3.32) or whole rumen contents (3.37). MANOVA analysis showed that there was a significant difference in the TRFs profiles between the treatments (P<0.001) but also between the fractions (P<0.001). The interaction between treatment and fraction was also significant (P<0.01) suggesting that the impact of yeast on the bacterial population structure differed in the different fractions studied. The dendrogram derived from the mean Bray-Curtis distances of each combination of treatment and fraction showed a different grouping pattern within the solid compared to the liquid and whole rumen fluid fractions (Figure 1).

**Figure 1:**
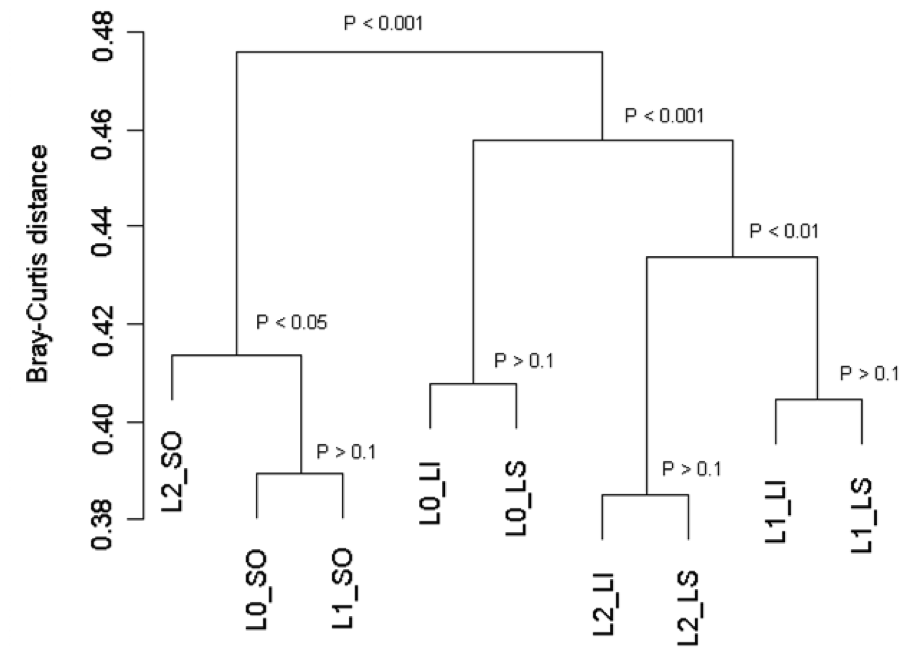
UPGMA cluster of the mean Bray-Curtis distances for the treatment*fraction groups. P: p values derived from MANOVA. L0: control; L1: 0.5 g/d yeast; L2: 5 g/d yeast; LI: liquid fraction; LS: whole rumen content; SO: solid fraction.

In the solid fraction, the TRFs profiles were significantly different between the highest level of yeast and both the control and the low level of yeast. In the liquid fraction and the whole rumen contents, the impact of yeast supplementation was different compared to the solid fraction with a significant difference in the bacterial population structure between all treatments.

### Sequence Analysis

#### Validity of the method and determination of the “genus” sequence identity threshold

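The SARST data comprised 9 libraries of ribosomal sequence tags, 1 for each of the 3 cows under each treatment: the control diet (L0), 0.5 g/d live yeast (L1) and 5 g/d live yeast (L2). For each library, DNA of 1 cow in 1 period had been pooled by the authors from 3 rumen fractions sampled on 2 days at 4 h after feeding. A tag was a stretch of the V1 region of the 16S rRNA gene, read by Sanger sequencing from a cloned chain of such stretches, and which tags came from the same clone is not given. The deposited data were the sequences before the authors' blast filter and, after it, the count of each distinct tag in each library. In the tables of counts, the column headed as the identifier holds the sequence and the column headed as the tag holds the identifier, so the columns were read by what they hold. Before the filter, the libraries held 269 sequences (control, cow 3) to 430 sequences (control, cow 2), and 3149 in all, with a mean length of 55.9 nt. Of these sequences, 99.8% ended in ACGGGT, the end that the authors used to part the tags. Tags were clustered into OTUs, starting from the longest tag, at 93% identity for the counts per OTU and at 97% identity for the diversity, with identity taken over the length of the shorter tag. The names of genera and phyla had been assigned by the authors with a database that was not used here, so an OTU is named by the sequence of its most frequent tag. The counts of 65 OTUs with at least 10 sequences, which held 71.6% of the filtered sequences, were compared between treatments with edgeR's quasi-likelihood test, with library totals as offsets and Benjamini-Hochberg adjustment over these OTUs. Measures with 1 value per library were compared over the 3 treatments with an exact permutation test on all 280 splits of the 9 libraries into 3 groups of 3. The tags came from PCR without molecular identifiers, so the intervals and limits given here cover counting error only. Tags of the same clone are not independent of each other, which neither the intervals and limits nor the edgeR and Fisher tests model.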

The 454 pyrosequencing method generated 4,929 (average length of 248 nt) and the SARST method 3,149 (average length of 56 nt) of good quality sequences. Only a 16^th^ of a Picotitter plate was chosen for the 454 pyrosequencing as it resulted in a similar number of sequences than the one generated with the SARST method. After blast filtering, respectively 4221 and 2591 sequences for the 454 and SARST datasets were selected for further analysis. 

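The filter kept 81.9% ± 3.79 (SD, n = 3 libraries) of the sequences in the control, 81.8% ± 2.10 (SD, n = 3) at 0.5 g/d yeast and 83.2% ± 4.17 (SD, n = 3) at 5 g/d yeast. The lowest share was 79.6% (95% Wilson interval 74.3 to 83.9) in the control library of cow 3, and the highest was 87.9% (83.6 to 91.2) in the 5 g/d library of cow 3. After the filter, the libraries held 214 sequences (control, cow 3) to 371 sequences (control, cow 2), with 859 sequences in the control, 850 at 0.5 g/d yeast and 882 at 5 g/d yeast. At this depth, an OTU with a count of 0 could hold up to 1.40% of the sequences in the smallest library and up to 0.809% in the largest. The filtered sequences comprised 982 distinct tags, and 34 sequences held an undetermined base. For 22 filtered sequences, the count of the tag was higher than the number of identical sequences in the same library before the filter, so these were not traced back. Conversely, 580 sequences from before the filter had no counterpart after it, which were on average 18.4% of the sequences of a control library, 19.4% of a library at 0.5 g/d yeast and 17.4% of a library at 5 g/d yeast (exact permutation test, p = 0.843).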

The average Juke-Cantor distances for the alignment of the query to the closest neighbour were respectively 0.007 and 0.01 for the SARST and the 454 datasets.

The blast filtering method was adapted from the method developed by Andersson and colleagues, who showed that discarding sequences that did not fulfil certain criteria on similarity (Experimental Procedures) limited the risk of selecting chimerical sequences [38]. Furthermore, the selection of the closest neighbour is not done via blast (the blast search is only a way of choosing somewhat similar sequences and discarding potential chimeras) but via global alignment and evaluation of the phylogenetic distances. Indeed, the best BLAST hit is not always the closest phylogenetic neighbour [39]. Moreover, using an *in-silico* dataset (1000 sequences) Andersson and colleagues showed that for 94% of the pairs where query and selected hit could be classified down to genus level using RDP classification, both sequences belonged to the same genus. They also demonstrated that this method was accurate to classify sequences up the genus level using query sequences as short as 59 bp [38].

Next generation sequencing has exponentially increased the amount of sequence data generated. A popular way to handle those large datasets is to cluster the sequences at a defined sequence identity threshold, select a representative sequence of each OTU and then identify the selected sequence using phylogeny [40], [41], [42]. The threshold of 97% is often used for species delimitation and 95% for genus delimitation [43]. With such short sequences we did not attempt to classify sequences at the species level but we wanted to evaluate what sequence identity threshold was the most appropriate (with our datasets) to cluster sequences up to genus level. By comparing the composition of the initial dataset without clustering (relative abundance at the Phylum, Class, Order, Family and Genus) and the composition obtained from the consensus classification of the OTUs clustered at various identity threshold we were able to determinate which was the minimum sequence identity at which sequence can be clustered to still give accurate information on the composition of the bacterial population at the genus level.

The composition of the microbiota was almost identical between the initial dataset and the clustered datasets at any sequence identity (from 100% to 85%) from the phylum to the family level with the 454 dataset (Spearman correlation above 0.97, Figure 2). A similar observation was made with the SARST dataset but only from the phylum to the class level. For the family level classification the correlation stayed above 97% up to 91% sequence identity then declined. At the genus level, both methods gave satisfactory correlation (above 0.9) up to 93% sequence identity clustering. It was observed that the correlation dropped dramatically with the 454 dataset for sequence identity below 92% although with the SARST method the genus classification was more stable. These results confirmed the validity of the method to classify OTUs to the genus level and that a threshold of 93% could be used and still give accurate classification of the OTUs. Even though the SARST method generated sequences of 56 nt average, the classification was accurate revealing that the use of very small hypervariable region can perform with a similar efficiency as longer sequences for genus identification.

**Figure 2:**
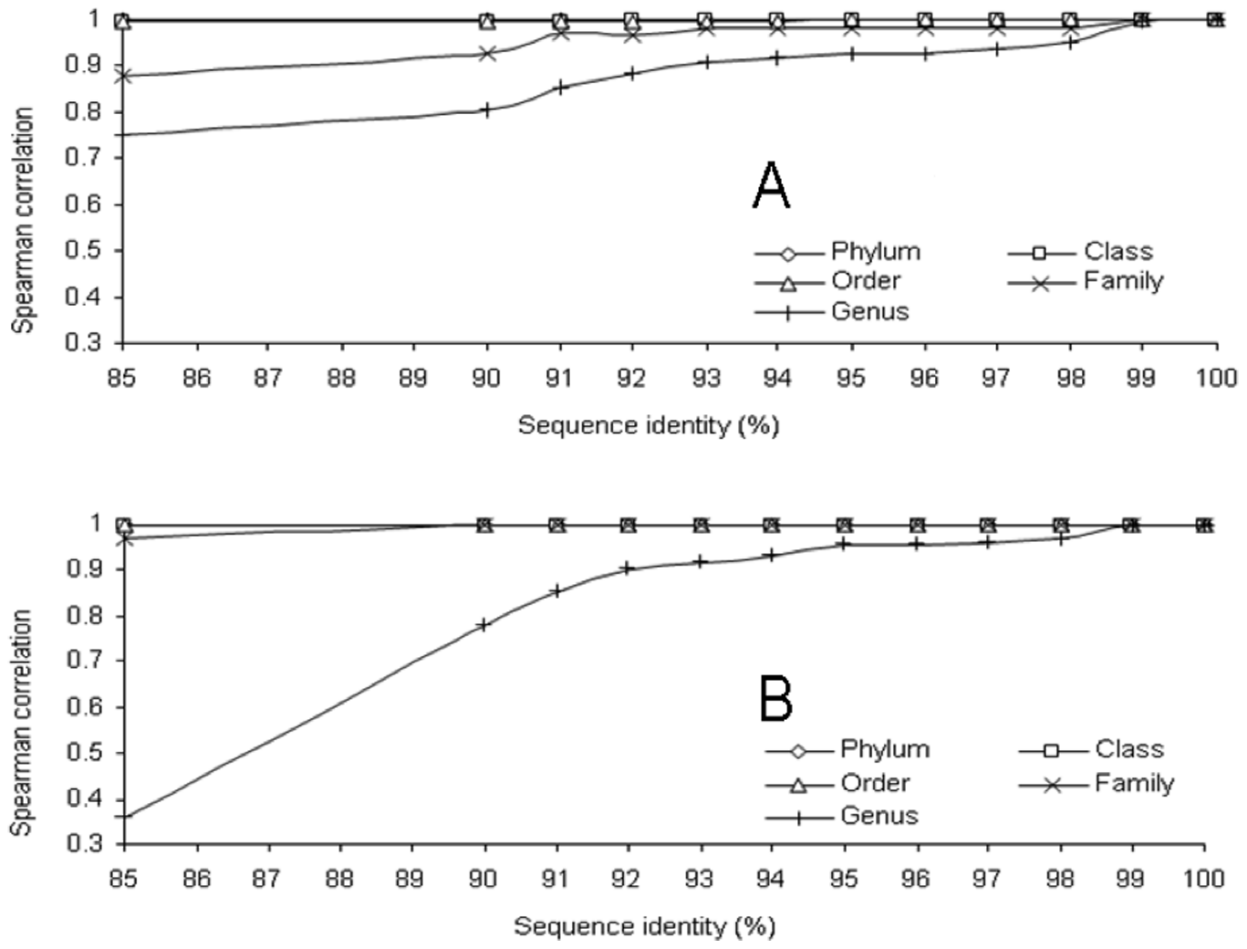
Correlation between the composition of the initial dataset (no clustering) and the composition based on the classification of the consensus OTUs (80% bootstrap value) clustered at various sequences identity and taxonomic levels. A: SARST method and B: 454 method.

#### Diversity

We chose to assess the diversity using an identical number of sequences for each sample (and each method) as it has been demonstrated that sample size can have an impact on the observed diversity and as such might bias the results [42]. At 97% sequence identity, 185 OTUs were detected with the 454 method and 121 with the SARST method. The coverage of the rumen community was similar for both methods (SARST = 60% and 454 = 64%). 

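Each SARST library was thinned at random to the 214 sequences of the smallest library, and the values are means over 20 draws. At 97% identity, a library held 122 ± 11.1 OTUs (SD, n = 9 libraries). The number of OTUs was 110 ± 10.3 (SD, n = 3) in the control, 132 ± 4.53 (SD, n = 3) at 0.5 g/d yeast and 124 ± 0.104 (SD, n = 3) at 5 g/d yeast. The highest control library held 118 OTUs (cow 1) and the lowest library with yeast 124 OTUs (5 g/d, cow 2), so that all 6 libraries with yeast lay above all 3 control libraries. The exact permutation test over the 3 treatments gave p = 0.00357, the smallest p that the 280 splits allow. Without thinning, the exact permutation test gave p = 0.3, with libraries of unequal size. The thinned libraries together held 489.5 ± 7.88 OTUs (SD over draws).

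**Figure D1:**
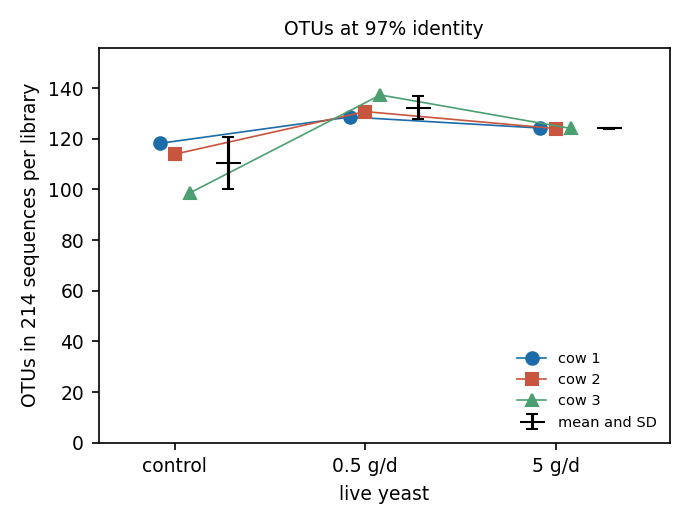
OTUs at 97% identity in 214 sequences of each SARST library (vertical axis) by level of live yeast (horizontal axis), with a line for each cow and the mean and SD of 3 libraries. The control libraries lie between 98.65 and 118 OTUs and the libraries with yeast between 124 and 137 OTUs.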

At 97% sequence identity, an average of 185 OTUs/sample (577 in total) were detected with the 454 method and 121 OTUs/sample (422 in total) with the SARST method. 

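Coverage was calculated from the thinned SARST libraries as the share of sequences in OTUs that were seen more than once. It averaged 60.7% ± 5.80 (SD, n = 9 libraries). It was 65.9% ± 6.84 (SD, n = 3) in the control, 55.9% ± 2.88 (SD, n = 3) at 0.5 g/d yeast and 60.2% ± 1.97 (SD, n = 3) at 5 g/d yeast (exact permutation test, p = 0.025). This difference did not hold without any 1 of 7 libraries, the control library of cow 3 and the 6 libraries with yeast, where p lay between 0.0571 and 0.196. The Chao index was 259 ± 87.2 (SD, n = 3) in the control, 326 ± 35.1 at 0.5 g/d yeast and 289 ± 41.3 at 5 g/d yeast. With all libraries, no difference was found beyond the spread between libraries of the same treatment (exact permutation test, p = 0.432, but p = 0.0429 without the control library of cow 1). The Shannon index, added here as a description, was 4.30 ± 0.120 (SD, n = 3) in the control, 4.61 ± 0.0850 at 0.5 g/d yeast and 4.54 ± 0.0308 at 5 g/d yeast (exact permutation test, p = 0.0107). For the Shannon index of T-RFLP profiles, a different measure, the paper reports no significant difference between the control and either level of yeast.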

The coverage of the rumen community was similar for both methods (SARST = 60% and 454 = 64%). Independently of the method around 20% of the OTUs were shared between animals revealing the presence of a strong core microbiota (Tables S5 and S6 in File S1). Indeed, the 20% shared OTUs represent almost 50% of the relative abundance of the total OTUs. They were identified mainly as *Prevotellaceae* (17.8% and 17.1% average occurrence for the SARST and the 454 datasets respectively), *Lachnospiraceae* (13.5% and 10.4%), *Veillonellaceae* (5.09% and 4.48%), *Succinivibrionaceae* (4.5% and 1.1%), *Ruminococcaceae* (3.3% and 4.5%) and *Fibrobacteraceae* (0.3% and 0.7%).

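For the SARST dataset, the 3 thinned libraries of each cow were pooled, which gave 1926 sequences over the 3 cows. At 97% identity, 87.9 OTUs on average over the draws were found in all 3 cows, or 17.9% of the OTUs (95% Wilson interval 14.8 to 21.6). A further 23.3% of the OTUs were found in 2 cows. OTUs with 1 sequence, which cannot be found in more than 1 cow, made up 48.2% of the OTUs.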

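In the thinned SARST libraries, the OTUs found in all 3 cows held 59.3% of the sequences (95% Wilson interval 57.0 to 61.4). Their share was 58.6% in cow 1, 58.2% in cow 2 and 61.0% in cow 3. The Wilson intervals of the shared OTUs take as given which OTUs were shared, and leave out the spread between libraries. With 1 library left out, so with fewer sequences of 1 cow, the shared OTUs held 53.3% to 57.6% of the sequences. The paper's reported values for SARST in Table S5, summed over the families, are 47.59% in cow 1, 49.1% in cow 2 and 48.3% in cow 3. Whether those values come from thinned libraries, and of what size, is not stated.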

Ten independent phyla were detected, 7 from the SARST dataset (Figure 3) and 9 from the 454 dataset (Figure 4) and 6 were in common for both dataset.

**Figure 3:**
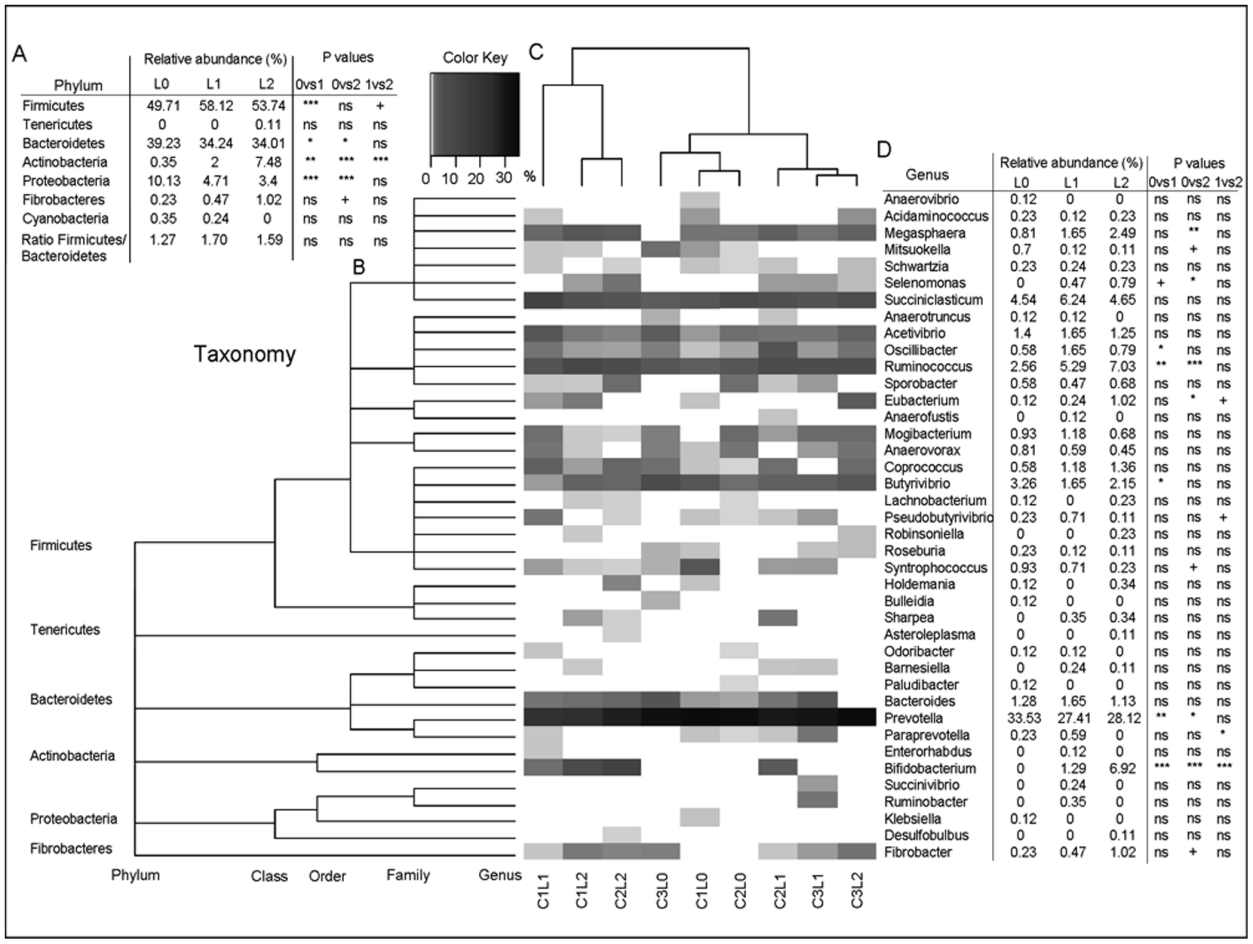
Heatmap of the distribution of the relative abundance of the genera detected with the SARST method. A: Relative abundance of the phyla detected and statistical analysis for treatments. B: Taxonomic classification of the genera. C: Morista-Horn cluster of the relative abundance of the genera. D: Genera detected and statistical analysis for treatments means (Metastats for the sequence count data and Anova for the ratio Firmicutes/Bacteroidetes). L0 = Control; L1 = 0.5 g/d of yeast; L2 = 5 g/d of yeast; 0vs1 = Control vs 0.5 g/d of yeast; 0vs2 = Control vs 5 g/d of yeast; 1vs2 = 0.5 g/d of yeast vs 5 g/d of yeast. P value: ns = >0.1, + = <0.1; * = <0.05; ** = <0.01; *** = <0.001.

**Figure 4:**
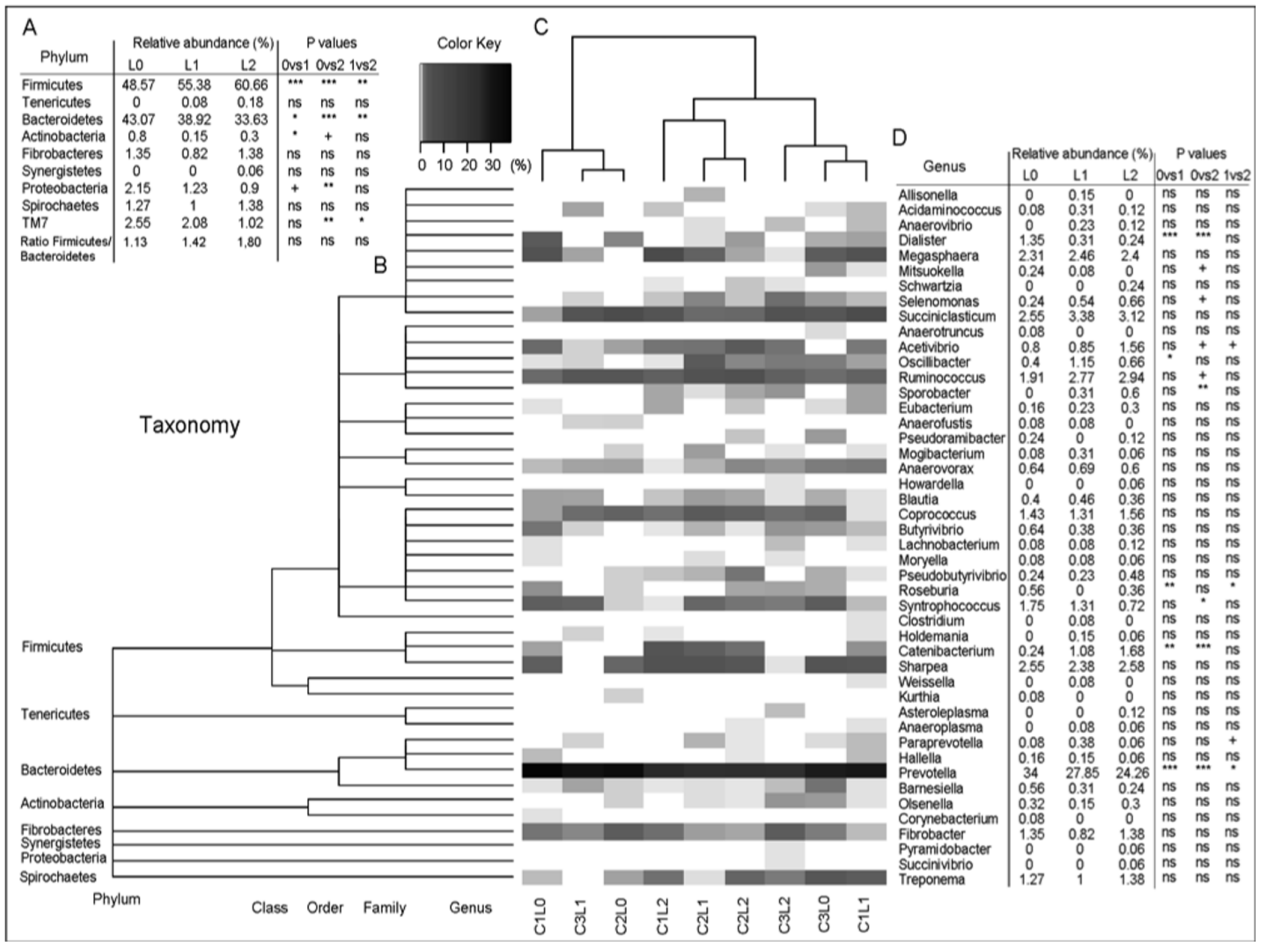
Heatmap of the distribution of the relative abundance of the genera detected with the 454 method. A: Relative abundance of the phyla detected and statistical analysis for treatments. B: Taxonomic classification of the genera. C: Morista-Horn cluster of the relative abundance of the genera. D: Genera detected and statistical analysis for treatments means (Metastats for the sequence count data and Anova for the ratio Firmicutes/Bacteroidetes). L0 = Control; L1 = 0.5 g/d of yeast; L2 = 5 g/d of yeast; 0vs1 = Control vs 0.5 g/d of yeast; 0vs2 = Control vs 5 g/d of yeast; 1vs2 = 0.5 g/d of yeast vs 5 g/d of yeast. P value: ns = >0.1, + = <0.1; * = <0.05; ** = <0.01; *** = <0.001.

*Cyanobacteria* were detected only in the SARST dataset and *Spirochaetes*, *TM7* and *Synergistes* only in the 454 dataset. Independently of the method, the most abundant phylum was *Firmicutes* with an average relative abundance across samples of respectively 53.8% for the SARST and 55.4% for the 454 datasets respectively.

*Bacteroidetes* was the second most abundant phylum with a relative abundance of 35.8% in the SARST and 38.1% in the 454 datasets. Almost five times more *Proteobacteria* were detected in the SARST dataset compared to the 454 dataset (6.1% and 1.4% respectively, P<0.001). *Actinobacteria* were also detected more often in the SARST dataset (3.3% v 0.4% P<0.001). On the other hand, *Fibrobacter* was detected more often in the 454 dataset (1.1% against 0.6% for the SARST with a P<0.01). TM7 and *Spirochaetes* were not detected in the SARST dataset but were found at 1.8% and 1.2% respectively in the 454 dataset. Yeast was found to change the distribution of the main Phyla: *Bacteroidetes* significantly decreased with yeast supplementation (both datasets), *Firmicutes* significantly increased (with both levels of yeast in the SARST dataset but only with the lower level of yeast addition in the 454 dataset), *Proteobacteria* occurrence significantly decrease with the highest level of yeast (both datasets) although the effect of the lower level of yeast addition was only significant in the SARST dataset.

When attempting to analyse the microbiota composition down to the genus level, only 58% and 53% of the sequences could be assigned, for the SARST (Figure 3) and the 454 datasets (Figure 4) respectively. There was some discrepancy between phyla as to how well they were represented at the genus level. Over 75% of the sequences assigned to the phylum *Bacteroidetes* were assigned to a genus, around 45% for *Firmicutes*, 100% for *Fibrobacteres*, between 90% and 100% for *Actinobacteria* but less than 5% of the sequences assigned to the phylum *Proteobacteria* could be classified at the genus level (based on RDPII classification with 80% bootstrap value). The most diverse phylum was *Firmicutes* with respectively 26 and 34 genera detected for the SARST and the 454 datasets respectively that represented more than half of the total genera detected. Although *Bacteroidetes* was the second most abundant phylum, the diversity within this phylum was low with mainly *Prevotella* detected (represented more than 90% of the *Bacteroidetes* phylum).

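The filtered SARST sequences formed 323 OTUs at 93% identity, of which 93 had 1 sequence. Of these, 21 OTUs each held more than 1% of all sequences, and together they held 44.7%. The 14 OTUs found in all 9 libraries held 32.1% of the sequences, and the 10 most abundant OTUs held 29.9%. The most abundant, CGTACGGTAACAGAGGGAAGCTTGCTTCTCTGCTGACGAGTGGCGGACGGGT, had 150 sequences, or 5.79% of all. It was followed by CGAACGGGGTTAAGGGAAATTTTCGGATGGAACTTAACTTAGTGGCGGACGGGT with 118 sequences (4.55%), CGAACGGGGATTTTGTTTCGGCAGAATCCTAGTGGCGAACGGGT with 115 sequences (4.44%) and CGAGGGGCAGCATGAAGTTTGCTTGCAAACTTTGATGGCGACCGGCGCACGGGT with 71 sequences (2.74%). The most abundant OTU came first only in the control, with 86 sequences against 36 and 34 for the next 2 OTUs, while it had 35 against 37 and 49 at 0.5 g/d yeast and 29 against 45 and 32 at 5 g/d yeast. The remaining 6 of the 10 had between 48 and 68 sequences, or 1.85% to 2.62% of all.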

Only a few genera were present at more than 1% of the relative abundance (10 for the SARST and 11 for the 454 datasets) but these represented more than 80% of the sequences classified at the genus level. In the SARST dataset (Figure 3), the highest level of yeast supplementation was found to significantly increase the relative occurrence of *Megasphaera* (3.1 fold compared to the control), *Ruminococcus* (2.7 fold), *Eubacterium* (8.5 fold), *Selenomonas* (from undetected to 0.79%) and *Bifidobacterium* (from undetected to 6.92%). 

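Of the 65 OTUs tested at 93% identity, 2 were higher at 5 g/d yeast than in the control at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 5 were higher at an unadjusted p under 0.05. DESeq2 called 0 OTUs, with a lowest adjusted p of 0.302. The OTU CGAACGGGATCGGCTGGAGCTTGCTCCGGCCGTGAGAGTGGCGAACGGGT had 0 of 859 sequences in the control, which allows a share of up to 0.349% over the group. At 5 g/d yeast it had 24 of 882 sequences pooled over the cows (edgeR's quasi-likelihood test, adjusted p = 0.0342). It thus held 7.79 times the control's limit, which is no lower bound, since the pooled share at 5 g/d yeast was taken without a limit. Its share at 5 g/d yeast was 3.31% in cow 1 (95% Wilson interval 1.81 to 5.99), 4.22% in cow 2 (2.53 to 6.95) and 0 of 248 sequences in cow 3, which allows up to 1.21%. It was thus higher in 2 of 3 cows, with a mean of 2.51% ± 2.22 (SD, n = 3), and at 0.5 g/d yeast it had 4 sequences, 2 in each of the same cows. The OTU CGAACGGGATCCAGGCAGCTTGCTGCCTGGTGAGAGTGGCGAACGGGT had the same counts in the control and at 5 g/d yeast in each cow, with the same adjusted p, and 1 sequence at 0.5 g/d yeast. Both calls depended on single libraries. Without any 1 of the 3 control libraries, the 0.5 g/d library of cow 3 or the 5 g/d library of cow 2, their adjusted p lay between 0.0536 and 0.167 in edgeR. Over all alternatives it lay between 1.7e-06, from Fisher's exact test on pooled counts, which takes sequences as replicates, and 0.302, from DESeq2. Of 34 OTUs with at least 20 sequences, 5 were higher at 5 g/d yeast in each of the 3 cows, where chance moves 12.5% of OTUs up in all 3 cows. The largest of these changes were in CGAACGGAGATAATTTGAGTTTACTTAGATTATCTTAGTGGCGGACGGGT, with 4 sequences in the control and 14 at 5 g/d yeast (log2 fold change 1.76, standard error 1.09, or 2.73 without the control library of cow 2 and 1.33 without that of cow 3), and in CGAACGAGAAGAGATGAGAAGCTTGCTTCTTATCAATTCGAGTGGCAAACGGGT, with 7 and 22 sequences (log2 fold change 1.62, standard error 0.96, and 1.16 to 1.99 with 1 library left out), each with an adjusted p of 0.536 from edgeR. From the counts of each genus under each treatment, tested with Metastats, the paper concludes that the highest level of yeast raised the occurrence of these 5 genera.

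**Figure D2:**
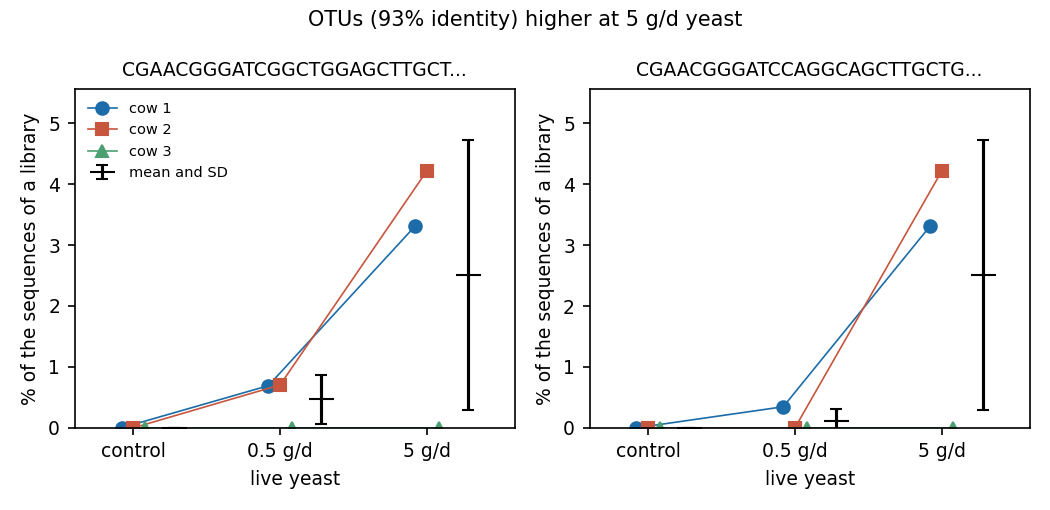
Share of the sequences of each SARST library (vertical axis, %) in the 2 OTUs past the threshold by level of live yeast (horizontal axis), with a line for each cow and the mean and SD of 3 libraries. At 5 g/d yeast, both OTUs reach 3.31% in cow 1 and 4.22% in cow 2 and have no sequence in cow 3.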

There was a tendency for *Fibrobacter* (4.4 fold) numbers to also increase. 

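At 5 g/d yeast, 1 OTU was lower than in the control at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 5 were lower at an unadjusted p under 0.05. It was the most abundant OTU, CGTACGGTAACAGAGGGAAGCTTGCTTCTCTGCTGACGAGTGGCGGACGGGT. It held 9.94% ± 1.66 (SD, n = 3) of the sequences in the control and 3.28% ± 0.0499 (SD, n = 3) at 5 g/d yeast, a log2 fold change of -1.59 (standard error 0.37, adjusted p = 0.00738 from edgeR), and it was lower in 3 of 3 cows. It was not called by DESeq2 (adjusted p = 0.302), without the filter on low counts (0.120 from edgeR), without the control library of cow 3 (0.142) or without the 5 g/d library of cow 2 (0.0991) or cow 3 (0.0643). Over all alternatives its adjusted p lay between 3.9e-07, from Fisher's exact test on pooled counts, which takes sequences as replicates, and 0.302, from DESeq2. Of the 34 OTUs with at least 20 sequences, 6 were lower at 5 g/d yeast in each of the 3 cows. The largest of these changes was in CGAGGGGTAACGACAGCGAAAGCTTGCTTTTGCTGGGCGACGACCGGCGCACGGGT, with 41 sequences in the control and 5 at 5 g/d yeast, a log2 fold change of -2.92 (standard error 0.99, adjusted p = 0.0731 from edgeR). With cow as a block its adjusted p was 0.0224, at 97% identity 0.0313, from the sequences before the filter 0.0461 and without the 5 g/d library of cow 3 0.00309, all from edgeR. Without that library its log2 fold change was -4.60, in a range of -4.60 to -2.35 with 1 library left out. The most abundant OTU came next, followed by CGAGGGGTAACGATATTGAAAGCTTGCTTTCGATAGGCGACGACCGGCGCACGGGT, with 26 sequences in the control and 9 at 5 g/d yeast, 8 of them in cow 3 (log2 fold change -1.52, standard error 1.02, adjusted p = 0.617 from edgeR). Without the 5 g/d library of cow 3, its log2 fold change was -4.02 (adjusted p = 0.0281 from edgeR). With 1 library left out, the range of its log2 fold change was -4.02 to -0.89.

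**Figure D3:**
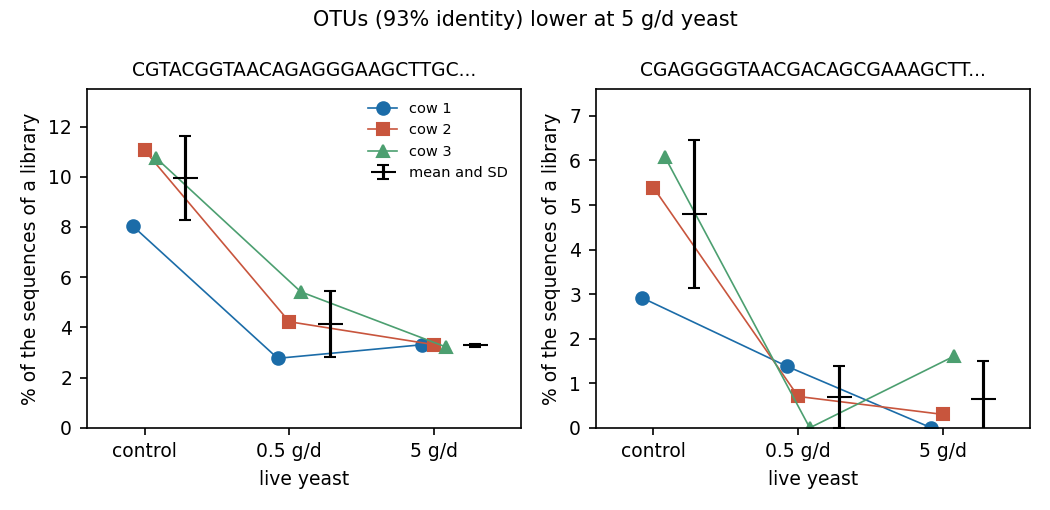
Share of the sequences of each SARST library (vertical axis, %) in the OTU past the threshold (left) and in the OTU with the largest decrease in all 3 cows (right) by level of live yeast (horizontal axis), with a line for each cow and the mean and SD of 3 libraries. The left OTU lies between 8.03% and 11.1% in the control and between 3.23% and 3.31% at 5 g/d yeast.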

There was a significant decrease of the relative abundance of *Prevotella* (1.2 fold decrease compared to the control) and a tendency for *Syntrophococcus* (4 fold) and *Mitsuokella* (6.4 fold) to decrease with the highest level of yeast supplementation. 

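At 0.5 g/d yeast, 0 of the 65 OTUs differed from the control at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 6 had an unadjusted p under 0.05, and DESeq2 also called 0 (5 at an unadjusted p under 0.05). Fisher's exact test on the counts pooled over the 3 libraries, which takes sequences as replicates, called 3 OTUs lower and 0 higher. Of these 3, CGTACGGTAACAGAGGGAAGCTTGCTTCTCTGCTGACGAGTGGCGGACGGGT held 4.14% ± 1.33 (SD, n = 3) of the sequences and was lower in 3 of 3 cows, with a log2 fold change of -1.26 (standard error 0.36, adjusted p = 0.0830 from edgeR). Its adjusted p was 0.0332 without the 0.5 g/d library of cow 1 and 0.0405 without that of cow 3. The OTU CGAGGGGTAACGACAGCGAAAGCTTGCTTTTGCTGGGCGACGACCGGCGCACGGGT had a log2 fold change of -2.70 (standard error 0.97) and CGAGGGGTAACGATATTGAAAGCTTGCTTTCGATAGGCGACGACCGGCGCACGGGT one of -3.56 (standard error 1.23), each lower in 3 of 3 cows with an adjusted p of 0.186 from edgeR, or 0.0478 without the 5 g/d library of cow 3. These changes were -2.15 and -3.07 without the 0.5 g/d library of cow 3, and -3.60 and -3.89 without that of cow 1. Of the 34 OTUs with at least 20 sequences, 2 were higher and 4 were lower in each of the 3 cows. Between the 2 levels of yeast, edgeR called 0 OTUs (2 at an unadjusted p under 0.05) and DESeq2 called 0 (0 at an unadjusted p under 0.05), while without the 5 g/d library of cow 3 edgeR called 2 OTUs higher at 5 g/d yeast.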

For the low level of yeast supplementation fewer effects were observed. In the 454 dataset (Figure 4), the highest level of yeast supplementation significantly increase the relative occurrence of *Catenibacterium* (7 fold compared to the control) and *Sporobacter* (from 0% to 0.6%) and there was a tendency for *Selenomonas* (2.8 fold), *Acetivibrio* (2 fold) and *Ruminococcus* (1.5 fold) to increase. As with the SARST dataset the relative abundance of *Prevotella* was found to be significantly decreased with the highest level of yeast supplementation (1.4 fold decrease compare to the control) as well as *Syntrophococcus* (2.4 fold) and *Mitsuokella* (from 0.24% to 0%). Again the low level of yeast significantly affected fewer genera.

There were differences between datasets when looking at specific taxon that was also true for the structure of the microbiota at a genus level (Figure 5). Although there was a grouping of the samples according to the method, most of the samples from the control tended to cluster together independently of the method. 

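Morisita-Horn distances were calculated between the 9 SARST libraries from the relative abundance of the OTUs at 93% identity. The mean distance was 0.301 ± 0.0277 (SD, n = 3 pairs) between control libraries, 0.305 ± 0.0519 between libraries at 0.5 g/d yeast and 0.368 ± 0.0726 between libraries at 5 g/d yeast. Control libraries differed from those at 0.5 g/d yeast by 0.391 ± 0.0958 (SD, n = 9 pairs) and from those at 5 g/d yeast by 0.457 ± 0.0879, and the 2 levels of yeast differed by 0.336 ± 0.0434. In the UPGMA grouping, the 3 control libraries joined at a distance of 0.317 and met the 6 libraries with yeast at 0.424. For 8 of the 9 libraries the nearest library was of the same treatment, and for 0 it was of the same cow. The exception was the 5 g/d library of cow 3, whose nearest library was the control of cow 2 at 0.274.

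**Figure D4:**
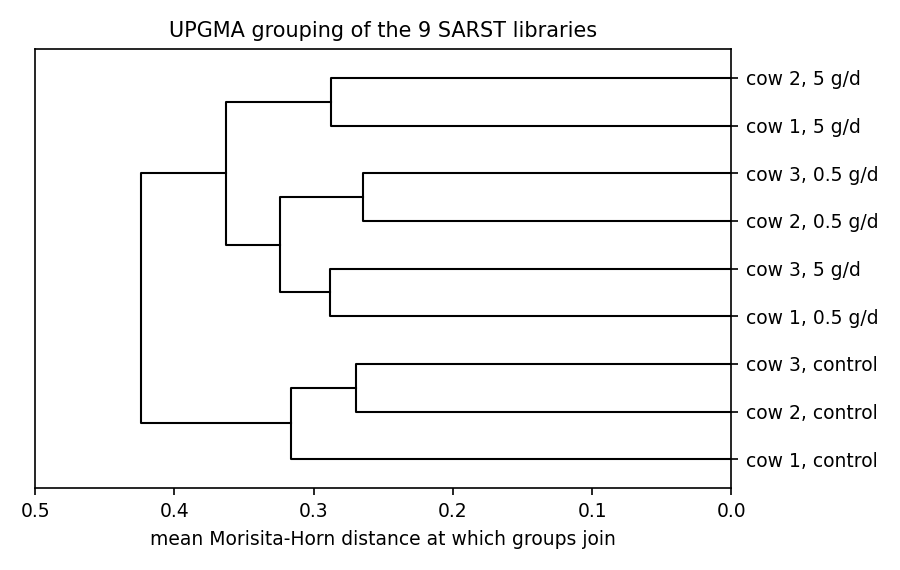
UPGMA grouping of the 9 SARST libraries, where the horizontal axis is the mean Morisita-Horn distance at which groups join. The control libraries of the 3 cows form 1 group and the 6 libraries with yeast the other.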

MANOVA analysis revealed that there was a significant difference between methods (P<0.001) and treatments (P<0.01). 

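For the SARST libraries alone, a PERMANOVA of the Morisita-Horn distances over the 3 treatments gave a pseudo-F of 2.54, with 45.8% of the sum of squares between treatments (exact permutation over 280 splits, p = 0.0214). With the cow as a block and permutations within cows only, p was 0.0556, where the smallest p of the 216 permutations is 0.0278. Without the control library of cow 3 the exact permutation p was 0.132, and without the 5 g/d library of cow 2 it was 0.05. The same test for a difference between the 3 cows gave an exact permutation p of 0.65.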

There was a significant difference between the control and the high level of yeast supplementation (P<0.05) but only a tendency for the low level of yeast (P<0.1). 

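Between pairs of treatments, 3 SARST libraries against 3 allow 10 splits, so the exact permutation p cannot go below 0.1. The control against 5 g/d yeast gave a pseudo-F of 3.63 (47.6% of the sum of squares) and the control against 0.5 g/d yeast one of 3.20 (44.5%), each with the smallest p, 0.1, in an exact permutation test. The 2 levels of yeast against each other gave a pseudo-F of 0.940 (19.0%, exact permutation test, p = 0.6). Single libraries weighed on these values. Without the control library of cow 3, the pseudo-F was 2.06 for 5 g/d yeast (exact permutation test, p = 0.2) and 1.49 for 0.5 g/d yeast (33.2%, exact permutation test, p = 0.1) against the control. Without the 5 g/d library of cow 3, it was 5.05 for 5 g/d yeast against the control and 1.87 between the levels of yeast (38.4%), each with an exact permutation p of 0.1, the smallest that 10 splits allow. Without the 5 g/d library of cow 2, it was 0.572 between the levels of yeast (exact permutation test, p = 0.8).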

The interaction between method and treatment was not significant which showed that although differences were observed when looking at specific genera, the effect of yeast on the structure of the microbiota was similar independently of the method used.

**Figure 5:**
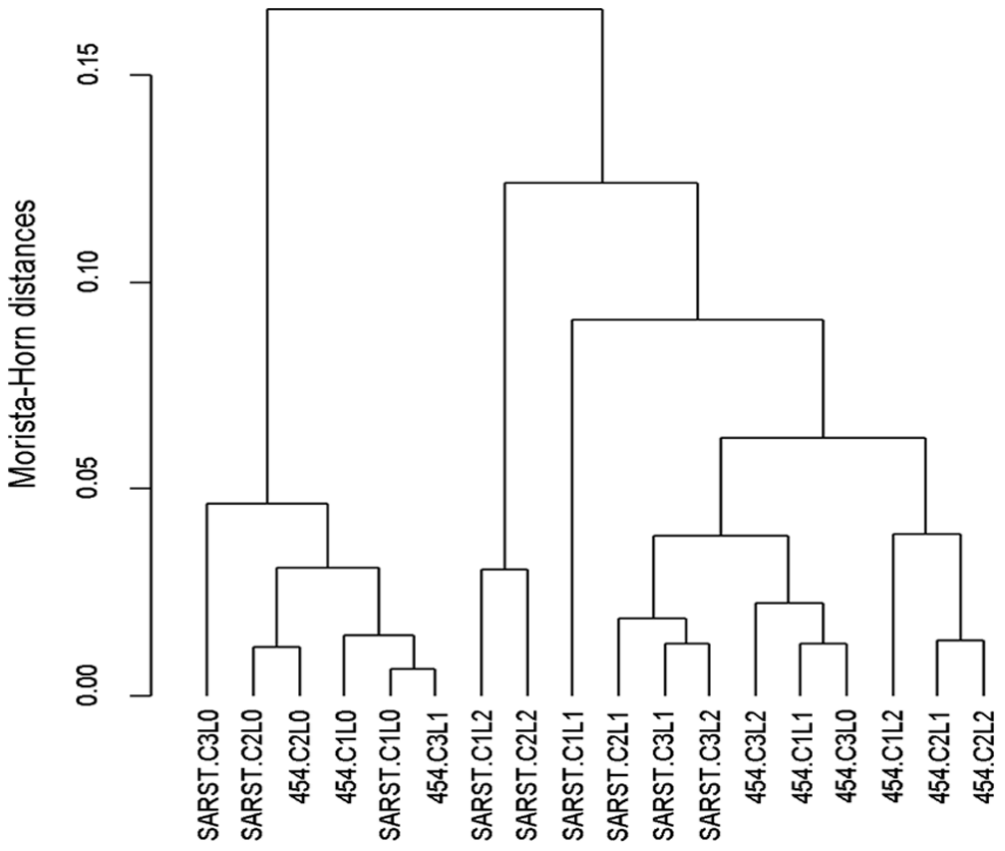
Dendrogram obtained from UPGMA grouping of the Morista-Horn distances of the relative abundance of the genera. L0: control; L1: 0.5 g/d yeast; L2: 5 g/d yeast; 454: 454 pyrosequencing method; SARST: SARST sequencing method. (C1, C2 & C3 = cow 1, 3 or 3).

## Discussion

One of the most consistently reported response to live yeast supplementation is an increase in number and activity of the bacterial population in the rumen [44] particularly with high concentrate-based diets and appears to enhance the ability of the rumen to metabolise lactic acid and regulate ruminal pH [45]. Diets containing high concentrations of cereal grains are commonly fed to maximise production levels in domesticated ruminants. It is commonly assumed [12], [46] that higher rates of VFA produced when concentrated diets are fed and the resultant decrease in pH is at least in part responsible for the development of ruminal acidosis in feedlot animals leading to ill health and loss of production [12], [47].

Since the objective of this study was to evaluate the possibility of correlating changes in the bacterial population to a modification of the fermentation pattern in the rumen, the control diets were formulated to induce sub-clinical acidosis (SARA). The results obtained corroborated the acidifying character of the diet as in control animals, lactic acid accumulated and ruminal pH fell. Live yeast significantly lessened the drop in rumen pH after feeding. Ruminal pH regulation within physiological limits is naturally ensured by VFAs production/absorption, endogenous buffer production, microbial adaptation and feed intake level [47], [48]. When comparing fermentation parameters, a higher VFAs concentration was observed with live yeast supplementation as has been previously reported [45], [49], [50]. Propionate concentrations were increased which is in agreement with previous studies in lactating cows [51], [52] and steers [53]. The mechanisms involved to account for a higher VFAs concentration in yeast-fed animals are not fully understood, but appeared to be associated with an increased activity of the anaerobic microflora [54].

The study of the microbiota ecosystem using T-RFLP method revealed that there was a specific microbiota in the solid fraction (plant cell wall colonisers). This microbiota was also more diverse than that in the liquid phase. Previous studies have shown that *Firmicutes* were more abundant in the solid compared to the liquid fraction with *Bacteroidetes* more prominent in the fluid compared to the solid fraction [55]. Our results are in accordance with previous studies which found that the liquid fraction and whole rumen contents were very similar and that the fibre associated had a different microbiota composition [11].

Sequence based 16S rRNA analysis of the rumen microbiome revealed that a large number of sequences had a close relative in the intestinal system database (80% of the sequences with an average distance below 0.01), which was greater than found in other studies. For example, the percentage of sequences below 90% sequence identity varies according to the study from 56% [56], 42% [57] to 25% [58]. A more recent 454 study comparing the effect of 2 types of diet on the microbiota of steers showed that 28.4% of the sequences recovered from animals fed a bermudagrass hay based diet and 47.3% of the sequences recovered from animals fed a wheat based diet aligned at 95% sequence identity with a curated high-quality 16S rRNA database derived from National Centre for Biotechnology Information [11]. The lower number of sequences with high sequence identity could be due to the choice of the sequences included in their database. In ours we chose to include all sequences obtained from Sanger sequencing (above 1200 bp) and related to mammal gut ecosystems. Although there was a high number of a sequence with a close relative in the database, most of them were uncultured. We also noticed that the *Proteobacteria* phylum was underrepresented at the genus level. This suggests that there are still a large number of micro-organisms in the rumen that have not been cultured. As highlighted by Liu et al, (2008) “Taxonomy assignment … is only good as underlying taxonomy and phylogeny on which it is based”. Therefore, new taxa cannot be identified using these analytical methods and De novo tree-building is still required to identify new lineages” [59].

We observed a high number of shared OTUs between animals and confirmed the presence of a strong core microbiota even though the physico-chemical parameters of the rumen were different between treatments. The comparison between the 2 methods to produced 16S rRNA datasets showed differences in the composition of the bacterial population. This result was in accordance with the work of Tajima and colleagues who highlighted the difficulties in comparing studies and drawing broad conclusions about the general bacterial composition of the rumen because of the differences in the primers used, PCR conditions, cloning vector or host factors [60]. Nonetheless, if we compare the microbiota composition to the most recent 454 study of the rumen microbiota, we can notice some similarity [11]. They found that *Prevotella* ranged between 24 and 56% of the relative abundance depending of the treatment (Bermudagrass vs. Wheat), followed by *Rikenella* (8% to 28%), *Butyrivibrio* (3% to 6%), *Ruminococcus*, *Coprococcus*, *Treponema*, *Fibrobacter*, *Succiniclastum*. In total 23 genera were detected above 0.9% of the relative abundance. The genera detected in our study were close to their study in term of numbers and diversity except for the *Rikenella* genera.

The evaluation of the effect of yeast on the microbiota revealed that some bacterial groups were more affected than others. The relative abundance of the lactate-utilising bacteria (*Megasphaera* with SARST and *Selenomonas* with both) increased with yeast supplementation as well as the fibrolytic groups (*Fibrobacter* with SARST and *Ruminococcus* with both) confirming one of the most popular hypotheses regarding the mode of action of yeast. Indeed, several studies have shown that yeast are able to stimulate lactate-utilising bacteria thus stabilizing ruminal pH and favouring fibre degradation [35], [37], [61], [62]. In this study, it was demonstrated that yeast was able to decrease the redox potential in the rumen which confirms previous studies [15], [16]. It has been demonstrated that a low redox potential stimulated the attachment of fibrolytic bacteria to cellulose particles [63] and increased the initial rate of cellulolysis [37]. Several *in-vitro* studies have shown an increase in the lactate uptake activity of *M. elsdenii* with yeast supplementation [36], [64]. The decrease in the redox potential which favours the transformation from lactate to propionate [16], plus potential nutrients provided by the yeast may explain the stimulation in the occurrence of *M. elsdenii* observed here.

Some results were more unexpected such as the significant decrease in *Prevotella* and *Mitsuokella* which are believed to play an important role in starch degradation [65], [66]. A recent study, on the effect of mild and severe induced acidosis on the rumen microbiota of lactating cows revealed that during mild grain-induced SARA, the numbers of *Prevotella* (*P. ruminicola*, *P. bryanti* and *P. albensis*) increased significantly [67]. *Mitsuokella* was also found to increase in a study involving grain-induced SARA in steers [68]. They also found a significant decrease in *F. Succinogenes*. The decrease of *Prevotella* and *Mitsuokella* genera observed in our study would suggest that yeast tend to reverse the effect of SARA in terms of starch-utilising bacteria and fibrolytic bacteria (*Fibrobacter* and *Ruminococcus*) and stimulated lactate-utilising bacteria (*Megasphaera* and *Selenomonas*). Thus our study has confirmed some of the most often observed effect of yeast on the rumen microbiota but also brought new perspective on the mode of action of live yeast on the rumen microbiota.

### Conclusion

This study demonstrated that it was possible to associate changes in the fermentation pattern and physico-chemical parameters in the rumen to modifications in the composition of the microbiota. It also highlights the importance of the choice of the method and the hypervariable region of the 16s rRNA gene to sequence. Indeed, although we could clearly see significant changes with both methods, some genera seemed to respond differently to yeast supplementation with each of the two methods used. It was discovered that most of this differences occurred for the genera detected at different levels meaning that, depending on the primer set used, studies might draw different conclusions. It was also found that using the very short V1 hypervariable region it was possible to confidently identify bacteria to the genus level. Overall this study confirms that a consensus should be reached between researchers to use similar primers to study microbial ecology with next generation sequencing in an attempt to homogenise the results and improve the knowledge on bacterial interactions in complex environments.

## Supporting Information

File S1

# Supplementary material for: The Effects of a Probiotic Yeast on the Bacterial Diversity and Population Structure in the Rumen of Cattle
**Source:** PLoS One. 2013 Jul 2;8(7):e67824. doi: 10.1371/journal.pone.0067824
**Supplement:** File S1

**Supporting information**

Table S1. Primers used for the T-RFLP analysis.

| Primer | Sequence |
| --- | --- |
| 27F (forward) | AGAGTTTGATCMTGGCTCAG |
| 1389R (reverse) | ACGGGCGGTGTGTACAAG |

Table S2. Primers used for the SARST experiment.

| Primer | Sequence |
| --- | --- |
| 63F (forward) | Biotine-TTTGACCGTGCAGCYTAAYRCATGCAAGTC |
| 109R (reverse) | Biotine-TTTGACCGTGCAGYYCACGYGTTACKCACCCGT |

Table S3. Primers used for the Sanger sequencing and the PCR “on colonies”.

| Primer | Sequence |
| --- | --- |
| M13-F (-20) | GTAAAACGACGGCCAGT |
| M13-R (-26) | CAGGAAACAGCTATGAC |

Table S4. Primers used with the 454 Life Science sequencing technology.

| Reverse primer | Sample ID | Tag | Sequence |
| --- | --- | --- | --- |
| AdaptatorA-TAG1-Primer (R357) | C1L0 | ATCT | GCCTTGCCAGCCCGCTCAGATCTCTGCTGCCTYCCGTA |
| AdaptatorA-TAG2-Primer (R357) | C1L1 | AGAG | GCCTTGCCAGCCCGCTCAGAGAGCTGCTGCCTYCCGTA |
| AdaptatorA-TAG3-Primer (R357) | C1L2 | ACGC | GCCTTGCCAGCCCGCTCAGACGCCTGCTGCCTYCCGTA |
| AdaptatorA-TAG4-Primer (R357) | C2L0 | CGTA | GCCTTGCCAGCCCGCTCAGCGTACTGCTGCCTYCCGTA |
| AdaptatorA-TAG5-Primer (R357) | C2L1 | CTTC | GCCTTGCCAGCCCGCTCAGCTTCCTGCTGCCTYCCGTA |
| AdaptatorA-TAG6-Primer (R357) | C2L2 | GGGT | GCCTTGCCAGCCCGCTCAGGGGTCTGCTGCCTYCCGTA |
| AdaptatorA-TAG7-Primer (R357) | C2L0 | GTCG | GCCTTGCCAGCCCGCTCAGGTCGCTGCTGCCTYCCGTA |
| AdaptatorA-TAG8-Primer (R357) | C2L1 | TCCT | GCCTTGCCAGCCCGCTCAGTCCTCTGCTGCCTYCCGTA |
| AdaptatorA-TAG9-Primer (R357) | C2L2 | TTGA | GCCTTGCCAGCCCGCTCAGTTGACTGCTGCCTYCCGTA |
| Forward primer | | | |
| AdaptatorB-Primer (27F) | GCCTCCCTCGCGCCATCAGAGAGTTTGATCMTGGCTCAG | | |

Table S5 Core microbiota identified (relative abundance of the shared OTUs at 97% sequence identity) with the SARST method.

| Number of shared OTUs | Identification at familly level | Cow 1 | Cow 2 | Cow 3 |
| --- | --- | --- | --- | --- |
| 1 | Porphyromonadaceae | 0.12 | 0.12 | 0.12 |
| 1 | Incertae_Sedis_XIII | 0.12 | 0.12 | 0.35 |
| 1 | Bacteroidaceae | 0.81 | 0.69 | 1.51 |
| 1 | Succinivibrionaceae | 3.59 | 4.75 | 5.09 |
| 2 | Fibrobacteraceae | 0.23 | 0.23 | 0.35 |
| 4 | Veillonellaceae | 5.79 | 5.56 | 3.94 |
| 10 | Non identified | 2.20 | 3.36 | 2.43 |
| 12 | Ruminococcaceae | 3.82 | 3.01 | 3.01 |
| 25 | Lachnospiraceae | 15.63 | 12.85 | 11.93 |
| 29 | Prevotellaceae | 15.28 | 18.41 | 19.57 |

Table S6 Core microbiota identified (relative abundance of the shared OTUs at 97% sequence identity) with the 454 method.

| Number of shared OTUs | Identification at familly level | Cow 1 | Cow 2 | Cow 3 |
| --- | --- | --- | --- | --- |
| 1 | Eubacteriaceae | 0.28 | 0.07 | 0.07 |
| 1 | Incertae_Sedis_XIII | 0.14 | 0.14 | 0.14 |
| 1 | Incertae_Sedis_XIV | 0.07 | 0.07 | 0.14 |
| 1 | Succinivibrionaceae | 1.07 | 0.57 | 1.56 |
| 2 | Spirochaetaceae | 0.36 | 0.28 | 0.28 |
| 3 | Erysipelotrichaceae | 2.91 | 3.55 | 1.92 |
| 3 | Fibrobacteraceae | 0.43 | 0.64 | 0.92 |
| 4 | Porphyromonadaceae | 1.07 | 2.06 | 2.06 |
| 6 | Veillonellaceae | 7.18 | 3.27 | 2.99 |
| 17 | Ruminococcaceae | 3.77 | 4.69 | 4.98 |
| 24 | Non identified | 4.62 | 5.12 | 5.26 |
| 26 | Lachnospiraceae | 9.24 | 11.37 | 10.66 |
| 47 | Prevotellaceae | 18.62 | 16.56 | 16.20 |

How the deposited data were processed for this re-analysis (not part of the article)

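The data were 9 libraries of V1 ribosomal sequence tags (SARST-V1) from the rumen of 3 cows, each on the control diet, on 0.5 g/d and on 5 g/d live yeast. The deposited tables hold, as counts, the number of sequences of each distinct tag in a library after the authors had read cloned chains of tags by Sanger sequencing, parted them into tags and kept those that matched their database of 16S rRNA sequences. The deposited sequences before that filter hold 1 record per tag, in an order partly sorted by sequence, so tags of the same clone could not be found, and the intervals, the limits and the edgeR and Fisher tests do not model their dependence. The totals were 3149 sequences before and 2591 after the filter, with 214 to 371 filtered sequences per library. A count of 0 thus leaves a share of up to 0.809% to 1.40% open, from 3 counts, and shares of single libraries have 95% Wilson intervals.

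Distinct tags were clustered greedily, longest first, with overlap alignments in which gaps at the ends carried no penalty. Scores were 2 for a match, -2 for a mismatch, -6 for opening and -1 for extending a gap. A tag joined the first OTU whose seed shared at least the chosen percent of identical bases over the length of the shorter tag. The paper names CD-HIT for this step, which was not used here. At 93% identity the paper took OTUs as genus-like, and this gave 323 OTUs. Diversity was computed at 97% identity on libraries thinned to 214 sequences, over 20 draws with fixed seeds, with coverage as 1 minus the share of sequences seen once, and with the bias-corrected Chao index.

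The OTUs were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in 1 quasi-likelihood fit of all 9 libraries, with treatment as a factor of 3 levels, library totals as offsets, OTUs of at least 10 sequences and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 served as an alternative. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Measures per library were compared with an exact permutation test of an F statistic (two-sided in effect, all 280 splits), and Morisita-Horn distances with PERMANOVA under the same splits. Pairs of treatments allow 10 splits and a smallest p of 0.1.

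The cow number pairs the libraries, since each cow received each treatment. After the mean of each treatment was removed, the log abundances of libraries of the same cow had a median correlation of -0.0348 (-0.269 to 0.126, 9 pairs) and those of other cows and treatments 0.00309 (-0.186 to 0.253), with a common dispersion of 0.330 in edgeR. The cow had been left out of the main tests by the plan set before the data were examined, and was used as a block in an alternative. These correlations cover OTU abundances and not the diversity or the distances. The period in which each library was taken is not given, so period was neither a term nor checked.

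The OTUs named in the text follow a rule fixed before the data were examined: the 10 most abundant OTUs, every OTU past the threshold, and for each level of yeast against the control the 5 largest changes each way among OTUs with at least 20 sequences that moved the same way in all 3 cows. The alternatives fixed at the same time were TMM factors, DESeq2, no filter on low counts, the cow as a block, Fisher's exact test on pooled counts, 97% identity and the sequences before the filter for the OTU tests; 95%, 99% and 100% identity, no thinning, the sequences before the filter, identity over the alignment length and permutations within cows for the diversity; Bray-Curtis distances, 97% identity and permutations within cows for the community; and each library left out in turn. Identity over the alignment length for the OTU tests and for the shared and total OTUs was added after the data had been seen.

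The steps were tested on simulated data. Clustering found 60 of 60 simulated OTUs at 93% and at 97% identity. Their seeds were chosen far apart and their copies differed by a single base, so tags near the thresholds were not tested. The permutation test gave p under 0.05 in 5% of 200 runs with no effect and in 75.5% with a shift of 3 SD, and PERMANOVA in 6% and 76% of 50 runs. In 40 runs of edgeR with 65 OTUs, 57.5% of OTUs raised 8-fold, 20.7% of those raised 4-fold, 23.0% of those lowered 8-fold and 9.46% of those lowered 4-fold were called, and 2.43% of the calls were false. In each run 20 OTUs were changed, and counts were drawn independently with the common dispersion. Tags linked by clones were not simulated, so the rate of false calls need not hold for the real libraries.

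Names of phyla and genera, functional groups and the ratio of Firmicutes to Bacteroidetes were left out, since the tables hold no names and the authors' reference database was not used here. The pyrosequencing libraries, the T-RFLP profiles and the rumen measurements were not analysed here.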

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

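The tests of cows against each other, of depth, of exchanged or wrongly labelled libraries and of the tags removed by the filter were chosen only after the values had been seen. The search for the tags in the sequences before the filter was set before its result was seen.

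The 2 OTUs that were higher at 5 g/d yeast, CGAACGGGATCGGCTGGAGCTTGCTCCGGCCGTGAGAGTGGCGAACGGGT and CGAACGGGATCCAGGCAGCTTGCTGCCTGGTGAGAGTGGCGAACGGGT, differed between cows. Each had 10 sequences in cow 1, 14 in cow 2 and 0 in cow 3 at 5 g/d yeast, and 0 in each control library. Their counts were equal in each of these libraries, and whether their tags came from the same clones is not given. Fisher's exact test over the 3 cows at 5 g/d yeast gave p = 0.00106 for each OTU. Of the same test in the 3 OTUs past the threshold and the 3 treatments, 9 in all, the other 7 gave p from 0.279 to 1. Some of these could not give a small p, since the 2 OTUs had 0 sequences in the control and the second had 1 sequence at 0.5 g/d yeast. They thus do not show that the cows were alike elsewhere. This test takes sequences as replicates and compares single libraries, so a difference between animals and a difference between libraries are the same here.

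Several technical explanations for their absence in cow 3 were tested. Too few sequences from cow 3 would leave a fair probability of a count of 0 at the share of the other cows. The largest such probability was 6.98e-05 with each tag as an independent draw, but 0.0914 if tags came in groups of 4 from the same clone, and the paper gives chains of up to 15 tags, so this stays open. Loss in the authors' filter would leave these tags in the sequences before it, where the 5 g/d library of cow 3 had 0 sequences within 93% identity. An exchange of libraries within cow 3 would place them in another library of that cow, and the 3 libraries together had 0 of 739 sequences. Wrong labels were tested with the 2 OTUs that edgeR called lower at 5 g/d yeast without this library, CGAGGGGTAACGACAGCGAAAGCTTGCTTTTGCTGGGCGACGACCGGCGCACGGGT and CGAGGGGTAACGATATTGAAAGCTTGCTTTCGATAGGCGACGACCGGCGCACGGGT, so that it had no part in choosing them. Together they had 12 of 248 sequences in it (4.84%), 2 of 634 in cows 1 and 2 at 5 g/d yeast, 8 of 850 at 0.5 g/d yeast (0% to 1.73% per library) and 67 of 859 in the control (5.11% to 11.7%). A control library labelled as the 5 g/d library of cow 3 would hold the control's share of them (two-sided Fisher's exact test, p = 0.124), and a library of 0.5 g/d yeast under that label would hold less (two-sided Fisher's exact test, p = 3.02e-04). The most abundant OTU went the other way, with 3.23% of this library against 8.03% to 11.1% of the control libraries (two-sided Fisher's exact test, p = 4.05e-04) and 4.12% at 0.5 g/d yeast (p = 0.710 in the same exact test), though this library was among those in which that OTU was called lower. By Morisita-Horn distance, the library lay at 0.274 from the control of cow 2 but at 0.457 and 0.486 from those of cows 1 and 3 (0.270 to 0.322 between control libraries), at 0.288 to 0.340 from the 0.5 g/d libraries and at 0.387 and 0.429 from the other 5 g/d libraries, and UPGMA joined it with the 0.5 g/d library of cow 1. Thinned to equal size it held 124 OTUs, against at most 118 in a control library. Either wrong label stays open and cannot be told apart from a cow in which part of the bacteria did not respond, since these values go both ways. A difference between the 3 cows may exist but was not tested on more than 1 library per cow, and the period is not known. Sequences carried over between libraries were not tested.

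A tag that the authors' filter removed, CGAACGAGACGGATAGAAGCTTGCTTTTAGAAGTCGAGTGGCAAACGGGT, was more frequent at 5 g/d yeast than in the control, in data that the paper did not analyse. Together with other removed tags clustered at 93% identity, it had 1 of the 1042 sequences before the filter in the control. It had 3 of 1040 at 0.5 g/d yeast and 12 of 1067 at 5 g/d yeast, and its count was higher at 5 g/d yeast in 3 of 3 cows. Fisher's exact test on pooled counts gave p = 0.00335, 1 of 14 tests on the 7 removed OTUs with at least 10 sequences. Of these tests, 2 were under 0.05 divided by 14, and the other was an OTU with 9 sequences in the control, 8 of them in cow 3, and 0 at 5 g/d yeast (Fisher's exact test, p = 0.00172). The test takes sequences as replicates. The nearest kept tag had 94% identity, so these counts leave out close tags that the filter kept. No explanation was tested, such as an uneven division of close tags by the filter.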

How the results depend on the processing

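Identity over the alignment length for OTU tests and shared and total OTUs was chosen after seeing the data. All other alternatives were set before the data were examined. Of 792 alternative values for 55 results, 667 kept direction and threshold side, or stayed within the library spread or 1.5 times the count. Some could not differ: pairwise community p cannot fall under 0.1, and distances ignore libraries of other treatments. Another 32 no longer passed the threshold, 16 newly did, 4 reversed and 73 moved. Unless a reason is given, the cause was not tested.

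For 5 g/d yeast against the control, edgeR called 2 OTUs higher and 1 lower. DESeq2 called 0 higher (4 at an unadjusted p under 0.05) and 0 lower (2). Without the filter on low counts, where 323 OTUs were tested instead of 65, edgeR called 0 lower (6 at an unadjusted p under 0.05). It called 2 lower with cow as a block, 2 at 97% identity, 2 from the sequences before the filter and 2 with identity over the alignment length. The last and 97% identity also gave 3 higher, adding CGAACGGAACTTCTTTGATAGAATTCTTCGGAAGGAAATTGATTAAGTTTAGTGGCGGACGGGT, named after its values were seen, with 13 sequences in cow 1 and 2 in cow 2 at 5 g/d yeast and 0 elsewhere. Fisher's exact test on pooled counts, which takes sequences as replicates, called 3 higher, with the same addition, and 3 lower, and also 3 lower at 0.5 g/d yeast and 3 higher at 5 than at 0.5 g/d yeast, where edgeR called 0 (3 and 2 at an unadjusted p under 0.05) and DESeq2 0 (3 and 0). Identity over the alignment length called 1 higher at 5 than at 0.5 g/d yeast. The 2 higher OTUs were both called in 7 of the 8 alternatives that keep all libraries, and the lower OTU in 6 of 8.

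With 1 library left out, so with fewer libraries, edgeR called 0 to 3 OTUs higher and 0 to 2 lower at 5 g/d yeast. At 0.5 g/d yeast it called 0 to 2 lower. At 5 g/d yeast it called 0 higher without any 1 of the 3 control libraries, the 0.5 g/d library of cow 3 or the 5 g/d library of cow 2. It called 3, with the same addition, without the 0.5 g/d library of cow 1 or 2 or the 5 g/d library of cow 3. It called 0 lower without the control library of cow 3 or the 5 g/d library of cow 2, and 2 without that of cow 3. At 0.5 g/d yeast it called 1 lower without the 0.5 g/d library of cow 1 or 3. It called 2 without the 5 g/d library of cow 3. Only that setting gave OTUs higher at 5 than at 0.5 g/d yeast (2). The 2 higher OTUs were called in 4 of these 9 settings and the lower OTU in 6 of 9.

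At 95% identity the means were 107 OTUs per library, 68.5% coverage, a Chao index of 221 and a Shannon index of 4.31, and the shared OTUs were 25.9% of OTUs and 70.2% of sequences. At 99% identity they were 139.75 OTUs, 49.6%, 449.6 and 4.66, with 9.85% and 44.6% shared. At 100% identity they were 144 OTUs, 46.8%, 505 and 4.70, with 7.67% and 40.2% shared and 803.9 OTUs in total. Before the filter, with more sequences per library (269), they were 161 OTUs, a Chao index of 435 and a Shannon index of 4.77. There 13.6% and 54.2% were shared, with 749.2 OTUs in total. Identity over the alignment length gave 14.3% and 53.9% shared. Without thinning, a library held 149 OTUs, since more sequences were counted, with 62.8% of sequences shared. With 1 library left out, 53.3% to 57.6% were shared. The mean was 120.1 to 138 OTUs, highest without the smallest library (control, cow 3), where more sequences were kept.

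For OTUs per library over the 3 treatments, the exact permutation p was 0.3 without thinning and under 0.05 in the other alternatives. It was 0.00357 to 0.0393 with 1 library left out. For coverage, the exact permutation p was 0.0571 at 95% identity, 0.0571 without thinning, 0.0607 before the filter and 0.125 with identity over the alignment length. With 1 library left out it was 0.00714 to 0.196, and under 0.05 only without the control library of cow 1 or of cow 2. The exact permutation p of the Chao index was 0.0429 to 0.771 with 1 library left out. It was lowest without the control library of cow 1 and highest without that of cow 3. Means there were 316 in the control, 337 at 0.5 and 311 at 5 g/d yeast. The Shannon index kept an exact permutation p of 0.00714 to 0.0464 with 1 library left out and of 0.0107 to 0.0429 in the other alternatives.

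For the community over the 3 treatments, the exact permutation p was 0.0556 within cows and 0.00357 to 0.132 with 1 library left out. It was highest without the control library of cow 3, 0.05 without the 5 g/d library of cow 2 and lowest without that of cow 3. Permutations within cows gave the Shannon index an exact p of 0.0278, but over 0.05 in most alternatives. The highest was 0.167, without the control library of cow 3, where OTUs per library also had 0.167. OTUs per library had 0.0278, but 0.222 without thinning, and coverage before the filter had 0.0278.

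Among named OTUs, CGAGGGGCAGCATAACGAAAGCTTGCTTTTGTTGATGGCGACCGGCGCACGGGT had a log2 fold change at 5 g/d yeast of 0.26, but -0.42 from the sequences before the filter and -0.016 without the 5 g/d library of cow 2, in a range of -0.016 to 0.69 with 1 library left out. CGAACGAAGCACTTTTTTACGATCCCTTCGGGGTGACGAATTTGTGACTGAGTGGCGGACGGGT had -1.15, but 0.21 without the control library of cow 1, in a range of -1.74 to 0.21 with 1 library left out.

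Alternatives for functional groups and the ratio of Firmicutes to Bacteroidetes were not run, as no taxa were named. A count of 0 allows up to 1.40% in the smallest library.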

Differences from the paper's values

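No test in this part was chosen after the results were seen.

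The number of sequences, their length, the OTUs per library, the coverage and the OTUs shared between cows all came within 1.5 times of the paper's values under the settings fixed before the data were examined as the main ones. From T-RFLP profiles, the paper reports no significant effect of yeast on the Shannon index. Over the SARST libraries that index differed between treatments, with the lowest mean in the control (exact permutation test, p = 0.0107). These are unlike measures, of fragments in separate fractions and of tags in pooled DNA.

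The paper states a significant difference in the structure of the microbiota between the control and the highest level of yeast, and a tendency for the low level, from a test that took the libraries of both sequencing methods together. From the SARST libraries alone, both comparisons gave an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. Bray-Curtis distances and 97% identity gave the same p, and permutations within cows gave 0.25, the smallest for that design. Over all 3 treatments, the exact permutation p was 0.0214.

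The paper lists several genera that rose and 1 that fell significantly with the highest level of yeast in the SARST dataset, with Metastats, and names no adjustment for the number of genera. Here the units were OTUs without names, and edgeR's quasi-likelihood test called 2 OTUs higher and 1 lower at an adjusted p under 0.05, or 5 higher and 5 lower at an unadjusted p under 0.05. DESeq2 called 0 and 0, or 4 and 2 at an unadjusted p under 0.05. Fisher's exact test on pooled counts, which takes sequences as replicates, called 3 higher and 3 lower. At 0.5 g/d yeast, where the paper states fewer effects, edgeR called 0 OTUs (6 at an unadjusted p under 0.05), DESeq2 0 (5) and Fisher's exact test 3 lower.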

Other observations

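The tests of the richness were set before their results were seen, and the tests of the identity of tags and of other groupings of the libraries were chosen only after the results had been seen.

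The libraries with yeast held more OTUs at 97% identity than the control libraries, and 2 technical explanations were tested with the exact permutation test over the 3 treatments. Without the most abundant OTU, which took many sequences of the control libraries, the means were 105.5 OTUs in the control, 123.5 at 0.5 g/d yeast and 117 at 5 g/d yeast in 191 sequences, and p was 0.00357. Without the tags seen once, which would remove most single sequencing errors, the means were 77.7, 91.8 and 86.3 OTUs, and p was 0.00714. These values argue against each of them as the whole cause. Thinned further to 150 sequences, the means were 85.7, 101 and 95.8 OTUs, which does not test library size, since the libraries compared were already of equal size. From the sequences before the authors' filter, the exact permutation p was 0.0393. A response to yeast and differences between DNA pools or clone libraries stay open, and none of them was tested. In the paper's Latin square each treatment fell in each period, so a period difference shared by all cows would not part the treatment means. A period difference that varied between cows stays open and was not tested.

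Tags holding GAGAGTGGC had 0 sequences in the control, 11 at 0.5 g/d yeast and 59 at 5 g/d yeast, of which 18 were in cow 1, 41 in cow 2 and 0 in cow 3. Their mean share at 5 g/d yeast was 6.10% ± 6.18 (SD, n = 3), and the exact permutation test over the 3 treatments gave p = 0.143. The paper's value for Bifidobacterium, which it reports as undetected in the control, is 6.92%. The motif was taken from the 2 OTUs called higher at 5 g/d yeast, which hold it, so its absence in the control and its rise were largely fixed by that choice. That these tags may be from that genus is a hypothesis that the test leaves open.

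Tags ending in CGCACGGGT had a mean share of 35.6% ± 5.15 (SD, n = 9), with 38.7% in the control, 34.1% at 0.5 g/d yeast and 34.1% at 5 g/d yeast (exact permutation test, p = 0.482). The paper's value for Bacteroidetes is 35.8%, and it states a decrease with yeast. The means here were lower with yeast, but in cow 3 the share was higher, with 77 of 214 sequences in the control, 110 of 277 at 0.5 g/d yeast and 99 of 248 at 5 g/d yeast. A candidate explanation is that these tags are from Bacteroidetes. The most abundant OTU, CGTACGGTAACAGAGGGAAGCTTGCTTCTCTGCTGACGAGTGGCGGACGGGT, held 4.05% of the sequences of cow 1, 5.78% of cow 2 and 5.95% of cow 3 at 97% identity. The paper's values for Succinivibrionaceae in Table S5 are 3.59%, 4.75% and 5.09%, so that the largest ratio was 1.22. It may be the OTU that the paper lists there, though other OTUs were not compared with that table.

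For the OTU tests, the labels of the 6 libraries of each comparison were also exchanged in all 10 ways. For 5 g/d yeast against the control, edgeR called 3 OTUs, and 2 of the 10 splits, the real one included, gave 3 or more, with 3 as the highest of the others. That other split exchanged the control and the 5 g/d library of cow 3. Among the 4 splits that part the libraries of each cow, the real one and this one gave 3 and the others 0. For 0.5 g/d yeast against the control and for 5 against 0.5 g/d yeast, the real split gave 0 in edgeR (6 and 2 at an unadjusted p under 0.05, and 0 in DESeq2), as did all 10 splits, with 0 as the highest other. With 10 splits, a share under 0.05 cannot be reached.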
